# Anti-CX3CL1 (fractalkine) monoclonal antibody attenuates lung and skin fibrosis in sclerodermatous graft-versus-host disease mouse model

**DOI:** 10.1186/s13075-024-03307-8

**Published:** 2024-05-03

**Authors:** Takumi Hasegawa, Akira Utsunomiya, Takenao Chino, Hiroshi Kasamatsu, Tomomi Shimizu, Takashi Matsushita, Takashi Obara, Naoto Ishii, Hideaki Ogasawara, Wataru Ikeda, Toshio Imai, Noritaka Oyama, Minoru Hasegawa

**Keywords:** 3 ~ 10, CX3CL1, CXCR1, Fibrosis, Fractalkine, Graft-versus-host disease, Lung, Scleroderma, Skin, Systemic sclerosis

## Abstract

**Background:**

Systemic sclerosis (SSc) is an autoimmune disease characterized by vascular injury and inflammation, followed by excessive fibrosis of the skin and other internal organs, including the lungs. CX3CL1 (fractalkine), a chemokine expressed on endothelial cells, supports the migration of macrophages and T cells that express its specific receptor CX3CR1 into targeted tissues. We previously reported that anti-CX3CL1 monoclonal antibody (mAb) treatment significantly inhibited transforming growth factor (TGF)-β1-induced expression of type I collagen and fibronectin 1 in human dermal fibroblasts. Additionally, anti-mouse CX3CL1 mAb efficiently suppressed skin inflammation and fibrosis in bleomycin- and growth factor-induced SSc mouse models. However, further studies using different mouse models of the complex immunopathology of SSc are required before the initiation of a clinical trial of CX3CL1 inhibitors for human SSc.

**Methods:**

To assess the preclinical utility and functional mechanism of anti-CX3CL1 mAb therapy in skin and lung fibrosis, a sclerodermatous chronic graft-versus-host disease (Scl-cGVHD) mouse model was analyzed with immunohistochemical staining for characteristic infiltrating cells and RNA sequencing assays.

**Results:**

On day 42 after bone marrow transplantation, Scl-cGVHD mice showed increased serum CX3CL1 level. Intraperitoneal administration of anti-CX3CL1 mAb inhibited the development of fibrosis in the skin and lungs of Scl-cGVHD model, and did not result in any apparent adverse events. The therapeutic effects were correlated with the number of tissue-infiltrating inflammatory cells and α-smooth muscle actin (α-SMA)-positive myofibroblasts. RNA sequencing analysis of the fibrotic skin demonstrated that cGVHD-dependent induction of gene sets associated with macrophage-related inflammation and fibrosis was significantly downregulated by mAb treatment. In the process of fibrosis, mAb treatment reduced cGVHD-induced infiltration of macrophages and T cells in the skin and lungs, especially those expressing CX3CR1.

**Conclusions:**

Together with our previous findings in other SSc mouse models, the current results indicated that anti-CX3CL1 mAb therapy could be a rational therapeutic approach for fibrotic disorders, such as human SSc and Scl-cGVHD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13075-024-03307-8.

## Background

Systemic sclerosis (SSc) is a collagen disease that affects the skin and various internal organs. Of note, lung involvement in SSc represents a principal cause of mortality. SSc pathogenesis is characterized by vasculopathy, inflammation, and subsequent fibrosis in the target tissues [1]. Histological analysis of early stage SSc skin showed perivascular infiltrates consisting of macrophages and T cells [2, 3]. Increasing evidence for a pathogenic role of macrophages in SSc has attracted attention regarding excessive fibrosis and relevant inflammatory processes owing to their production of various profibrotic molecules, including IL-6, transforming growth factor (TGF)-β, and osteopontin (Spp1) [4]. In SSc patients, the number of non-classical patrolling monocytes increased in peripheral blood and was associated with the severity of skin and lung fibrosis [5]. Infiltrating T cells in SSc skin and lungs were polarized toward a type-2 phenotype and were prone to produce profibrotic cytokines, including IL-4, IL-6, and IL-13 [6, 7]. Macrophages are the major producers of IL-6 and TGF-β, both of which have profibrotic functions in various organs. These profibrotic cytokines and growth factors activate and stimulate the differentiation of fibroblasts into α-smooth muscle actin (α-SMA)-positive myofibroblasts, leading to excessive production of extracellular matrix (ECM) in affected organs [8, 9].

Chemokines play a central role in the infiltration of leukocytes with the corresponding chemokine receptors into tissues. CX3CL1, also known as fractalkine, consists of a soluble chemokine domain and transmembrane domain [10–12]. CX3CL1 is expressed on the surface of various cell types, including endothelial cells, epithelial cells, macrophages, and vascular smooth muscle cells. Membrane-bound CX3CL1 on vascular endothelial cells selectively attracted mainly monocytes/macrophages and other cells including natural killer (NK) cells, and T cells via its cell surface receptor CX3CR1 and promoted their extravasation [12, 13]. Additionally, the soluble form of CX3CL1 (sCX3CL1) showed chemotactic effects on CX3CR1-positive cells, contributing to tissue-specific inflammation and fibrosis [14]. We and others reported increased serum sCX3CL1 levels in patients suffering from severe SSc with diffuse skin sclerosis, interstitial lung disease, or digital ulcers [15, 16]. Furthermore, our previous studies demonstrated that CX3CR1 deficiency or anti-CX3CL1 monoclonal antibody (mAb) therapy suppressed the development of bleomycin- and growth factor-induced skin fibrosis [17, 18]. However, the therapeutic effects of CX3CL1-CX3CR1 blockade on SSc-like inflammation and/or fibrosis in other organs remain unclear. Therefore, additional research using different mouse models of the complex immunopathology in SSc will allow further extrapolation of experimental findings to human clinical trials for SSc.

Chronic graft-versus-host disease (cGVHD) arises from alloreactive reactions between donor-derived immune and host cells. Transplantation of the bone marrow (BM) and splenocytes of B10.D2 mice (major histocompatibility complex haplotype: H-2^d^) into sublethally irradiated BALB/c mice (H-2^d^) across minor histocompatibility loci caused inflammation and subsequent fibrosis of the skin and lungs by 3 weeks after this procedure [19–21]. Therefore, the sclerodermatous cGVHD (Scl-cGVHD) mouse model has been widely used for assessing SSc pathogenesis and preclinical studies of SSc in addition to human Scl-cGVHD [22]. Anti-mouse CX3CL1 monoclonal antibody (anti-mCX3CL1 mAb) therapy selectively blocked intestinal infiltration of effector donor CD8^+^ T cells and attenuated acute graft-versus-host (GVH) reaction-associated intestinal injury without impairing graft-versus-tumor effects in mice [23]. However, the therapeutic effects of this treatment on the skin phenotype of Scl-cGVHD remain unclear. Therefore, this study evaluated the therapeutic utility of anti-CX3CL1 mAb in the Scl-cGVHD mouse model. Our findings indicated that the mAb exhibited anti-inflammatory and anti-fibrotic properties in both skin and lungs by inhibiting the recruitment of CX3CR1-expressing leukocytes and the subsequent production of proinflammatory and/or profibrotic molecules in lesional tissues.

## Methods

### Scl-cGVHD model

B10.D2 (H-2^d^) and BALB/c (H-2^d^) mice were purchased from CLEA (Japan). Mice were housed in a specific pathogen-free barrier facility. All experiments and procedures were approved by the Committee on Animal Experimentation of the University of Fukui (No. R01047). Eight- to 12-week-old male B10.D2 mice and female BALB/c mice were used as donors and recipients, respectively. BM was almost completely T cell-depleted (TCD) with anti-Thy1.2 microbeads (Miltenyi Biotech, Auburn, CA, USA) (Supple Fig. 1). BALB/c recipients were irradiated with 800 cGy (HW-200R; HITEX, Osaka, Japan) and injected via the tail vein with 10 × 10^6^ TCD-BM and 10 × 10^6^ splenocytes in 0.5 mL of phosphate buffered saline (PBS) to generate Scl-cGVHD (allogeneic bone marrow transplantation [BMT]). The control syngeneic group of female BALB/c mice received male BALB/c TCD-BM and splenocytes (syngeneic BMT) [21].

Allogenic and syngeneic recipients received an intraperitoneal injection of neutralizing anti-mCX3CL1 mAb (clone 5H8-4) [18, 24, 25] or control IgG (anti-DNP mAb) [26] at a dose of 0.5 mg or 1 mg twice a week from day 7 to day 35 after BMT.

### Skin score of cGVHD

Mice were weighed every 3 days after BMT and scored to assess the clinical severity of cGVHD skin as previously described [27]: healthy appearance, 0; skin lesions with alopecic area ≤1 cm^2^, 1; skin lesions with alopecic area of 1–2 cm^2^, 2; skin lesions with alopecic area of 2–5 cm^2^, 3; skin lesions with alopecic area of 5–10 cm^2^, 4; skin lesions with alopecic area of 10–15 cm^2^, 5; skin lesions with alopecic area of 15–20 cm^2^, 6; and skin lesions with alopecic area > 20 cm^2^, 7. Additionally, animals were assigned 0.4 points for skin disease (lesions or scaling) on the tail, and 0.3 points each for lesions on the ears and paws. The minimum and maximum scores were 0 and 8, respectively. Final scores for dead animals were kept in the dataset for the remaining time points of the experiment [21].

### Quantification of tissue fibrosis

Mouse skin and lungs were fixed in 10% formalin and embedded in paraffin. Serial Sect. (6-µm thickness) were stained with hematoxylin and eosin (H&E) and Masson’s trichrome. Dermal collagen thickness was measured from the epidermal-dermal junction to the lowermost dermis using light microscopy [21]. Masson’s trichrome blue-stained areas were pixelized and quantified using the ImageJ software (ver. 1.53, https://imagej.net/ij/). Total soluble collagen was quantified using the Sircol Soluble Collagen Assay (Biocolor, Belfast, UK) as previously described [22].

### Immunohistochemical staining of mouse skin and lungs

Section (6-µm thickness) from paraffin-embedded mouse skin and lungs were deparaffinized and incubated overnight at 4 °C with mouse mAbs to CD3 (1:200; Nichirei Bioscience), F4/80 (1:1600; Abcam), and α-SMA (1:200; DAKO), followed by incubation with peroxidase-labeled secondary antibody (Nichirei BioScience) and color development with the aminoethyl carbazole system (Nichirei BioScience) [28]. Immunostained cells were counted in three high-power microscopic fields. Each section was examined independently by two investigators (T.C. and N.O.) in a blinded manner.

### Immunofluorescence staining of mouse skin and lungs

Frozen skin Sect. (10-µm) were fixed for 10 min in 4% paraformaldehyde and treated with Blocking One Histo (Nacalai tesque, Cat:06349-64) for 1 h at room temperature, followed by overnight incubation at 4 °C with mouse mAbs against CX3CR1 (1:250) [26], F4/80 (1:500; Abcam:ab6640), or CD3 (1:500; Abcam: ab11089). Sections were then incubated with species-specific secondary antibodies conjugated with Alexa Fluor®488 (1:500; Invitrogen:R37118) or Alexa Fluor®568 (1:500; Life Technologies: A11007) for 30 min at room temperature and mounted in DAPI-containing Vectashield mounting medium (Vector:H-1800). Slides were visualized using a confocal laser scanning microscope (Olympus FV1200).

Immunoreactive cell numbers were counted visually in three randomly selected microscope fields in the dermis of a representative skin section from 3 to 6 mice in each group. The cell counting was performed blindly by two investigators (M.H. and N.O.).

### Enzyme-linked immunosorbent assay (ELISA)

Microtiter plates (NUNC, Porysorp) were coated with anti-mCX3CL1 mAb (clone 1H12) (KAN Research Institute, Inc., 5 µg/mL with 50 mM Tris/HCl [pH 7.5]) at 4°C overnight. After washing three times with the washing solution (50 mM Tris/HCl [pH 7.5], 150 mM NaCl, 0.01% Tween 20), wells were incubated with the blocking solution (50 mM Tris/HCl [pH 7.5], 150 mM NaCl, 0.01% Tween 20, 5% skim milk [Wako]) at 4°C overnight and then washed with the washing solution before use [18]. Samples or standard (recombinant mouse CX3CL1/Fractalkine, R&D) were added to the wells and incubated for 2 hours at room temperature. After washing three times with the washing solution, HRP-conjugated anti-mCX3CL1 mAb (clone #81) was added and incubated for 1 hour at room temperature. After efficient washing, the wells were incubated with a 3,3’5,5’-tetramethylbenzidine (TMB) Liquid Substrate System for ELISA (SIGMA) at 100 µL/well for 30 min at room temperature. To stop the reactions, 0.5 M H_2_SO_4_ was added at 100 µL/well, followed by color measurement at the optical density (OD) of 450–650 nm using an automated plate reader (ThermoMax, Molecular Device) [18].

### RNA sequencing and analysis

The mRNA sequencing (mRNA-Seq) library was prepared using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina) in accordance with the manufacturer’s instructions and optimized for Illumina Multiplexed Sequencing (https://targetepigenomics.org/docs/library_construction_protocol_perlab/Biswal_RNAseq_TruSeq.pdf). After purification of the amplified libraries, DNA quality of the products was assessed using the 2100 Bioanalyzer DNA 1000 assay. Paired-end sequencing of the mRNA-Seq libraries was performed using an Illumina NovaSeq6000 system (Illumina; 2 × 100 base paired-end runs) [28].

All raw sequencing reads were trimmed using the Trimmomatic software. Bases and quality control (QC) assessments of the sequencing were performed using FastQC. QC-passed reads were aligned to the Ensembl GRCm38.88 reference genome using Star v2.5.2b. The abundance of transcripts was then estimated using an expectation-maximization algorithm implemented in the software package RSEM v1.2.31 (https://github.com/deweylab/RSEM/) [29].

After primary analysis, differentially expressed gene (DEG) analysis was performed by using R with edgeR package. For statistical analysis, the Fisher’s exact test was used. DEGs were extracted using false discovery rate < 0.05 as cut off. The pathway analysis was performed by the Ingenuity Pathway Analysis software (IPA, QIAGEN). The statistical test was performed using Fisher’s exact test to assess the association between DEG sets and the canonical pathways. The significance of the association was evaluated by *p-values*.

### Statistical analysis

All data were presented as the mean ± standard error of the mean (SEM) and were analyzed using GraphPad Prism software version 7. Differences between samples were determined using the Student’s two-tailed t-test. P-values ≤0.05 were considered statistically significant.

## Results

### Serum sCX3CL1 levels were increased by Scl-GVHD induction

Previous reports showed increased serum sCX3CL1 levels in SSc patients with higher clinical severity and bleomycin-induced SSc mouse model [15, 16, 18]. First, we examined whether serum sCX3CL1 levels were affected by the development of the Scl-cGVHD phenotype in mice. On day 42 after BMT, serum sCX3CL1 levels showed a 4.2-fold increase in the Scl-cGVHD group as compared to the syngeneic control group (*p* < 0.001; Fig. 1A). Although the changes over time have not been confirmed, this result suggests the pathogenic involvement of CX3CL1 in this mouse model.

**Fig. 1:**
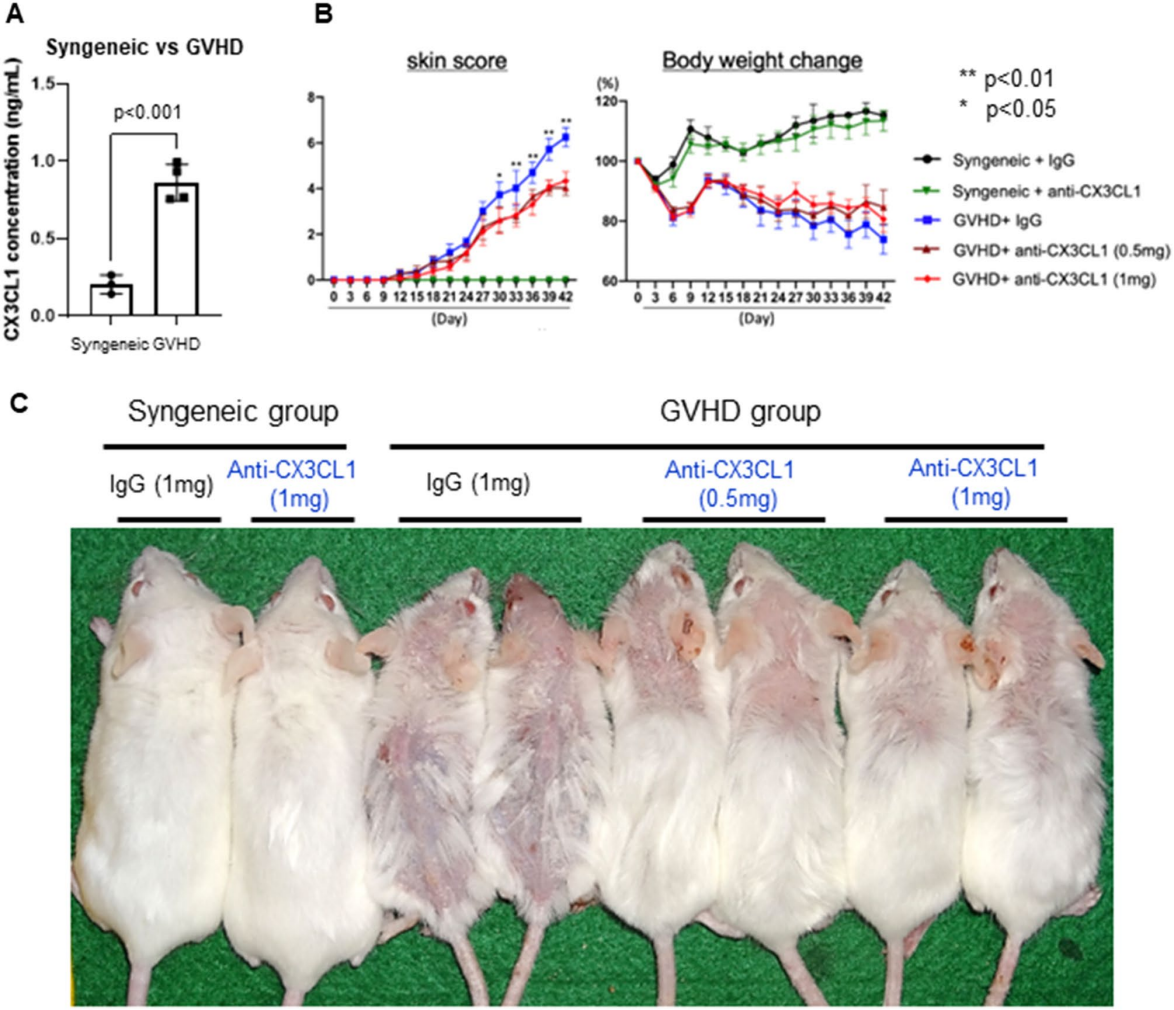
Anti-mouse CX3CL1 monoclonal antibody treatment attenuated skin severity in sclerodermatous chronic graft-versus-host disease model. **A** Serum levels of soluble CX3CL1 were measured by specific enzyme-linked immunosorbent assay (ELISA) in syngeneic group and sclerodermatous chronic graft-versus-host disease (GVHD) group. **B** Anti-mouse CX3CL1 monoclonal antibody (mAb) (0.5 mg or 1 mg) or control IgG was intraperitoneally injected into recipients from day 7 to day 35. **C** Skin scores and body weight change were monitored every 3 days. Values represented the mean ± standard error of the mean (SEM) of 3–10 mice per group. Photographs were taken 42 days after bone marrow transplantation

### Anti-CX3CL1 mAb treatment protected against dermal fibrosis in Scl-cGVHD model

To investigate the therapeutic utility of anti-CX3CL1 mAb in skin fibrosis in vivo, anti-CX3CL1 mAb was intraperitoneally injected into allogeneic BMT recipients twice a week from day 7 to day 35 after BMT. The degree of hair loss was known to correlate with the severity of skin fibrosis in the same region [27]. Skin fibrosis and alopecia appeared on day 18 after BMT in both control IgG-treated and anti-CX3CL1 mAb-treated groups and gradually became apparent. Both 0.5 mg and 1 mg doses of anti-CX3CL1 mAb treatment significantly reduced the increased rate of the Scl-cGVHD skin score as compared with control IgG administration (*p* < 0.01 at day 42; Fig. 1B, *left*). Both doses of anti-CX3CL1 mAb also slightly tended to inhibit cGVHD-dependent body weight loss, although the difference was not statistically significant (Fig. 1B, *right*). Photographic assessment demonstrated that control IgG-treated Scl-cGVHD mice showed mild and diffuse alopecia throughout the entire body surface on day 42 after BMT; however, the area and severity of alopecia were clearly reduced by both 0.5 mg and 1 mg doses of anti-CX3CL1 mAb treatment (Fig. 1C). No adverse events were evident in any of the anti-CX3CL1 mAb-treated syngeneic or cGVHD mice.

These findings were confirmed by histopathological examination using skin samples 42 days after BMT. Dermal thickening induced by cGVHD was significantly reduced in the both 0.5 mg and 1 mg doses of CX3CL1 mAb-treated group as compared to that in the control IgG group (*p* < 0.01, Fig. 2A, *upper*; B, *left*). Furthermore, altered dermal thickening was substantiated by a decrease in Masson’s trichrome-stained dermal fibrosis area in the CX3CL1 mAb-treated group as compared to that in the control IgG group (*p* < 0.01, Fig. 2A, *lower*; B, *middle*). Soluble collagen content in fibrotic skin was significantly decreased in the both 0.5 mg and 1 mg doses of CX3CL1 mAb-treated group as compared to that in the control IgG-treated group (*p* < 0.01, Fig. 2B, *right*). The overall therapeutic effects of anti-CX3CL1 mAb appeared to show a dose-dependent trend. Therefore, anti-CX3CL1 mAb treatment significantly reduced the skin fibrosis of Scl-cGVHD mice.

**Fig. 2:**
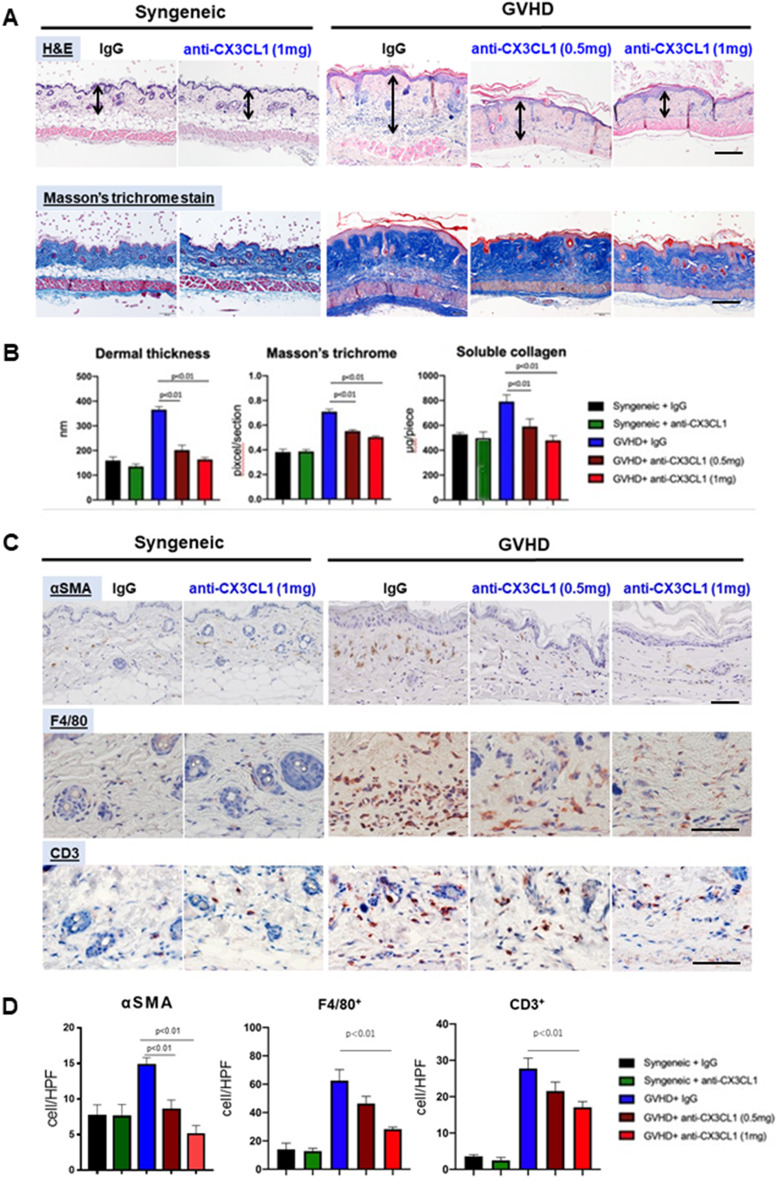
Anti-mouse CX3CL1 monoclonal antibody suppressed skin fibrosis and inflammation in sclerodermatous chronic graft-versus-host disease model. Skin tissues were harvested 42 days after bone marrow transplantation. **A** Representative histopathological changes of the skin due to anti-mouse CX3CL1 monoclonal antibody (mAb) or control IgG administration in sclerodermatous chronic graft-versus-host disease (Scl-cGVHD) mouse model. Arrows indicated dermal thickness. **B** Skin fibrosis was compared by determining dermal thickness, ratio of Masson’s trichrome-stained area to the total skin area, and soluble collagen content. **C, D** Paraffin sections were immunostained for α-SMA, F4/80, and CD3 (**C**) and quantified (**D**). Scale bar = 100 μm. Values represented mean ± standard error of the mean (SEM) of 3–5 mice per group

### Anti-CX3CL1 mAb treatment decreased myofibroblasts, macrophages, and T cells in the skin of Scl-cGVHD model

To evaluate fibrogenic and inflammatory infiltrating cells in the skin of Scl-cGVHD mice, we performed immunostaining with a panel of antibodies using skin samples 42 days after BMT. The number of α-SMA-positive myofibroblasts, which play a central role in collagen synthesis, was markedly increased in fibrotic skin. Anti-CX3CL1 mAb treatment significantly reduced this increase in a dose-dependent manner (1 mg: *p* < 0.01, 0.5 mg: *p* < 0.05, Fig. 2C, *upper*; D, *left*). The numbers of F4/80^+^ macrophages and CD3^+^ T cells were reduced in CX3CL1 mAb-treated skin as compared to those in control IgG-treated skin. In particular, the administration of a high-dose mAb (1 mg/body) significantly inhibited the infiltration of these cells (*p* < 0.01, Fig. 2C, *middle and lower*; D, *middle and right*). Thus, anti-CX3CL1 mAb therapy reduced the fibrogenic cell and immune cell numbers in Scl-cGVHD mouse skin.

### Anti-CX3CL1 mAb therapy was effective for lung fibrosis in Scl-cGVHD model

We next evaluated the efficacy of CX3CL1 antagonism for lung fibrosis induced by cGVHD using lung samples 42 days after BMT. As observed in the Scl-cGVHD skin, Masson’s trichrome-stained fibrotic areas in the lung interstitium were significantly reduced by anti-CX3CL1 mAb treatment as compared to control IgG treatment. This effect was more prominent with a high-dose mAb (1 mg/body) than with a low-dose mAb (*p* < 0.05 and *p* < 0.01, respectively; Fig. 3A and B, *left*). These results were consistent with the collagen assay using whole lung homogenates, which showed a marked decrease in soluble collagen content following anti-CX3CL1 mAb treatment (1 mg: *p* < 0.01, 0.5 mg: *p* < 0.05; Fig. 3B, *right*) as compared to control IgG injection. Therefore, anti-CX3CL1 mAb treatment significantly inhibited the lung fibrosis of Scl-cGVHD mice.

**Fig. 3:**
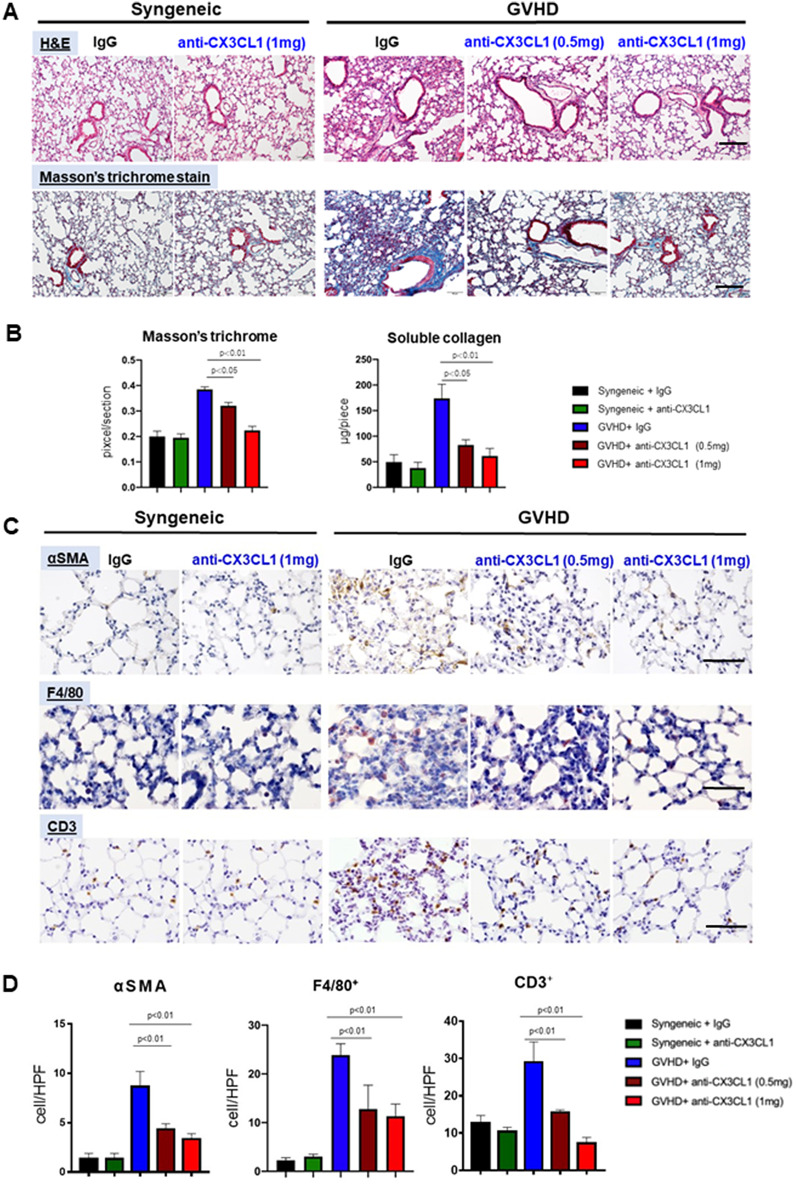
Anti-mouse CX3CL1 monoclonal antibody inhibited lung fibrosis and inflammation in sclerodermatous chronic graft-versus-host disease model. Lung tissues were harvested 42 days after bone marrow transplantation. **A** Representative histopathological changes in the lungs due to anti-mouse CX3CL1 monoclonal antibody (mAb) or control IgG administration in sclerodermatous chronic graft-versus-host disease (Scl-cGVHD) mouse model. **B** Lung fibrosis was compared by determining the ratio of trichrome-stained area to the total area and soluble collagen content. **C, D** Paraffin sections were immunostained for α-SMA, F4/80, and CD3 (**C**) and quantified (**D**). Scale bar = 100 μm. Values represented mean ± standard error of the mean (SEM) of 3–5 mice per group

### Anti-CX3CL1 mAb treatment reduced myofibroblasts, macrophages, and T cells in the lungs of Scl-cGVHD model

Immunohistochemistry using Scl-cGVHD lungs (day 42) showed that the increased numbers of α-SMA-positive myofibroblasts, F4/80^+^ macrophages, and CD3^+^ T cells were significantly attenuated by anti-CX3CL1 mAb treatment (*p* < 0.01, Fig. 3C, D). The responses tended to be dose-dependent, particularly with a decrease in the number of CD3^+^ T cells that approached the control level in syngeneic mice. Thus, anti-CX3CL1 mAb treatment significantly reduced the fibrogenic cell and immune cell numbers in the lungs of Scl-cGVHD mice, as was a similar observation in the skin.

### CX3CR1-positive macrophages and T cells infiltrating the skin and lungs of Scl-cGVHD mice were decreased by anti-CX3CL1 mAb treatment

We used fluorescent immunostaining to determine whether macrophages and T cells increased in the skin and lungs of Scl-cGVHD express CX3CR1, the receptor for CX3CL1, and whether anti-CX3CL1mAb inhibits their cell infiltration in the process of fibrosis (day 14 after BMT). Cells positive for both CX3CR1 and F4/80 were increased in the skin with Scl-cGVHD, but were significantly suppressed by 1 mg mAb treatment (*p* < 0.01, Fig. 4 A). CX3CR1 and CD3 double-positive cells were also increased in Scl-cGVHD-affected skin, but were significantly inhibited by 1 mg of mAb therapy (*p* < 0.01, Figs. 4B and 6A). The percentage of CX3CR1 expression in F4/80 or CD3 positive cells was increased by cGVHD but significantly suppressed by mAb treatment (*p* < 0.05, respectively, Figs. 4 and 6A).

**Fig. 4:**
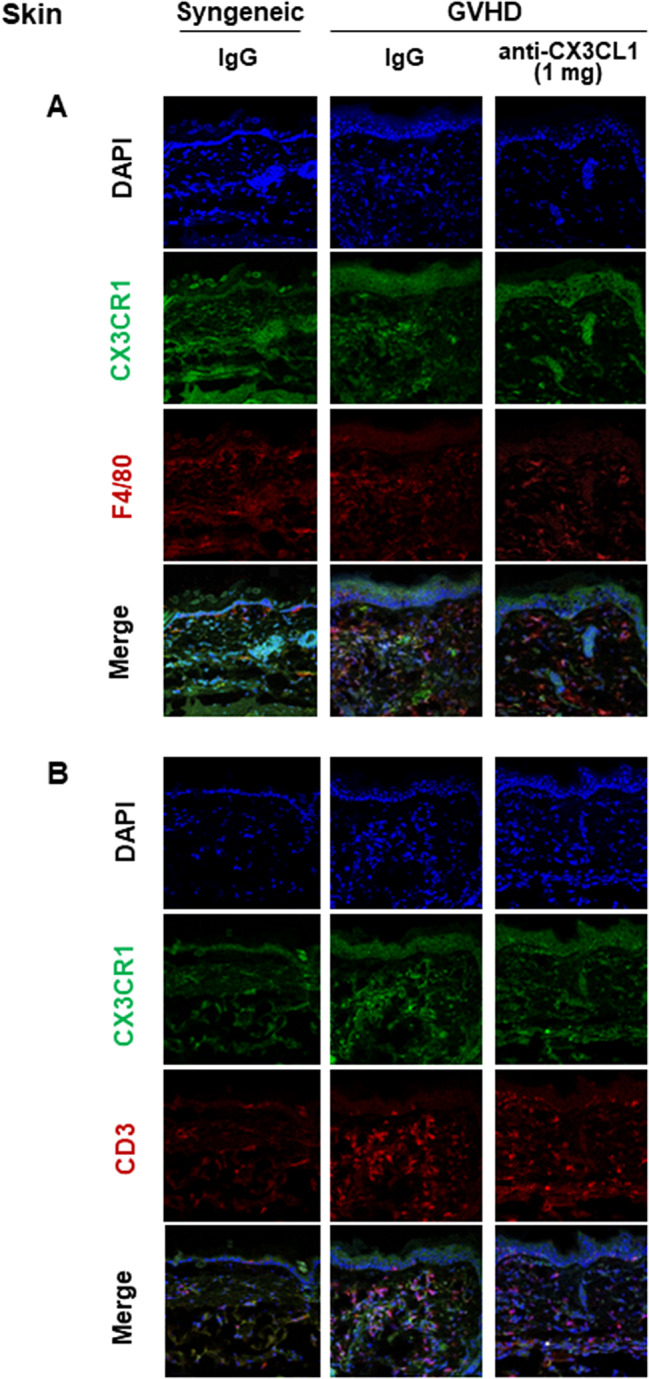
Anti-mouse CX3CL1 monoclonal antibody reduced skin infiltration of CX3CR1-expressing leukocytes in sclerodermatous chronic graft-versus-host disease. Representative images of CX3CR1 and F4/80 or CD3 staining of frozen skin tissues 14 days after bone marrow transplantation in 3 groups (syngeneic group treated with control IgG, sclerodermatous chronic graft-versus-host disease (Scl-cGVHD) group treated with IgG, and Scl-cGVHD group treated with anti-CX3CL1 mAb). *n* = 4–6 mice per group

**Fig. 5:**
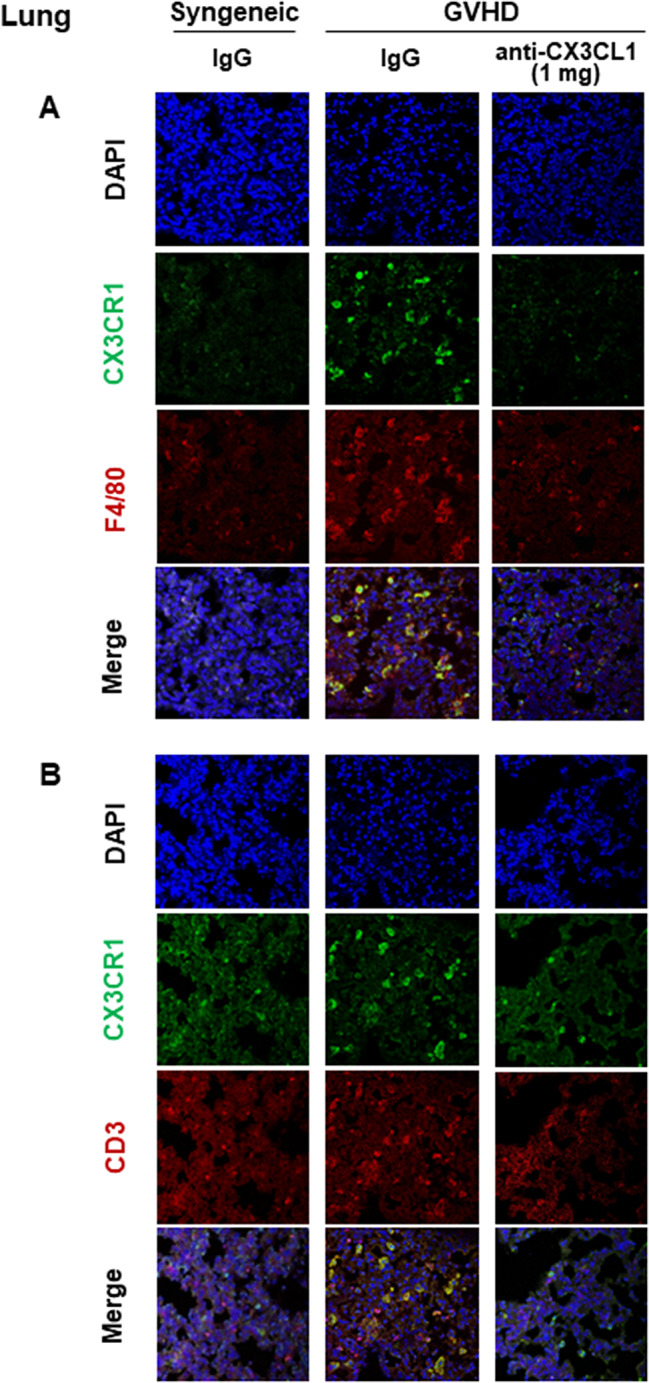
Anti-mouse CX3CL1 monoclonal antibody reduced lung infiltration of CX3CR1-expressing leukocytes in sclerodermatous chronic graft-versus-host disease. Representative images of CX3CR1 and F4/80 or CD3 staining of frozen lung tissues 14 days after bone marrow transplantation in 3 groups (syngeneic group treated with control IgG, Scl-cGVHD group treated with IgG, and Scl-cGVHD group treated with anti-CX3CL1 mAb)

Similarly, in the lungs, CX3CR1 and F4/80 double-positive cells and CX3CR1 and CD3 double-positive cells were increased in Scl-cGVHD, but were significantly suppressed by both 1 mg of CX3CL1 mAb (*p* < 0.05, Figs. 5 and 6B). The proportion of CX3CR1 expression in F4/80- or CD3-positive cells were significantly decreased by 1 mg of mAb therapy (*p* < 0.05, Figs. 5 and 6B). Thus, anti-CX3CL1 mAb preferentially inhibited CX3CR1-positive leukocyte infiltration in the skin and lungs of Scl-cGVHD mice.

**Fig. 6:**
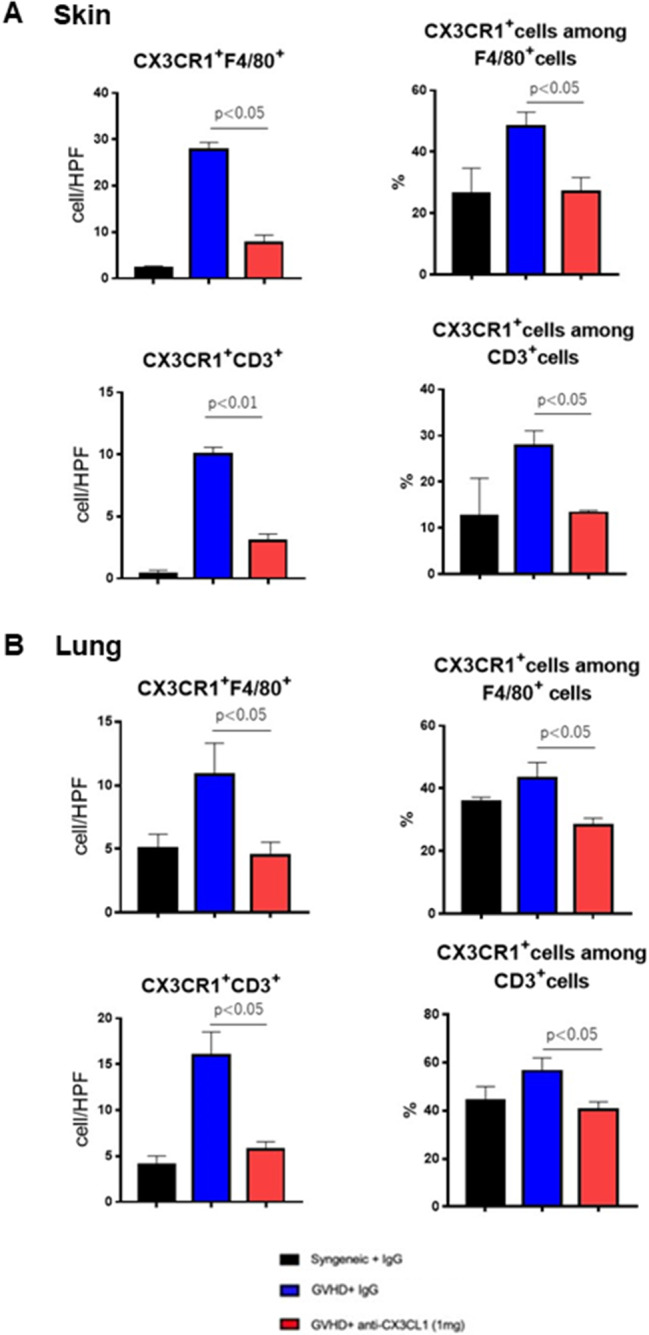
Anti-mouse CX3CL1 monoclonal antibody therapy suppressed infiltration of leukocytes, preferentially CX3CR1-expressing leukocytes, in the skin and lungs of sclerodermatous chronic graft-versus-host disease. Analysis of CX3CR1 and F4/80 or CD3 staining in the frozen skin (**A**) and lung tissues (**B**) from sclerodermatous chronic graft-versus-host disease mice 14 days after bone marrow transplantation. The numbers of CX3CR1 and F4/80 double-positive cells and CX3CR1 and CD3 double-positive cells were counted visually in 3 randomly selected microscope high-power field (x400) in the skin and lung section in each group using Photoshop software (Adobe). The proportion of CX3CR1-expressing cells among F4/80 or CD3-positive cells was also quantified. Values represented the mean ± standard error of the mean (SEM) of 4–6 mice per group

### Anti-CX3CL1 mAb administration inhibited the upregulation of proinflammatory and profibrotic gene sets in the skin of Scl-cGVHD mice

Finally, we attempted to analyze the gene expression profile in Scl-cGVHD fibrotic skin lesions (day 42) using RNA sequencing to evaluate the types of molecular function changes, which were responsible for the improvement in phenotypic outcomes with anti-CX3CL1 mAb treatment. 

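Skin was taken from 19 mice 42 days after BMT, and its mRNA was sequenced. Irradiated female BALB/c mice had received male B10.D2 cells (Scl-cGVHD) or male BALB/c cells (syngeneic control), and were then given the anti-CX3CL1 mAb or control IgG. CX3CL1 is the chemokine that attracts cells carrying the receptor CX3CR1, such as monocytes, macrophages and some T cells. The groups were syngeneic mice given IgG (n = 3), syngeneic mice given mAb (n = 5), Scl-cGVHD mice given IgG (n = 3), and Scl-cGVHD mice given mAb at 0.5 mg (n = 3) or at 1 mg (n = 5). The labels do not state the dose in the syngeneic mAb group, and figures of the paper mark its syngeneic mAb mice as 1 mg. The authors made stranded mRNA libraries, trimmed the reads, aligned them to GRCm38 (Ensembl release 88) with STAR and estimated transcript levels with RSEM. The deposited values are TPM, transcript levels corrected for gene length, for 50686 genes, which are scaled to the same total in each mouse and keep no depth. An alignment summary, which names its libraries by group and not by mouse, gives 22699740 to 38841010 read pairs per library (median 29298146). Of these, 20325491 to 35005382 (median 26198028) mapped uniquely. Because these values are not counts, log2(TPM + 1) values were tested with limma, with all 5 groups in one fit, over the 16350 genes with at least 1 TPM in at least 3 mice. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg). Fold changes are on this log2(TPM + 1) scale, which understates the change of genes with low levels. Coordinates are those of GRCm38, and B10.D2 and BALB/c alleles that differ from the reference strain may be measured unequally. Lists of genes for pathways and cell types were written from textbook knowledge before the data were examined; the gene sets of IPA were not available. Each list was tested with limma's camera at a preset correlation of 0.01 between genes and again with the correlation estimated from the data. The first principal component held 50.3% of the variance between mice and the second 16%. Mitochondrial transcripts made up 6.8% ± 0.523 (SD, n = 3) of all transcripts in syngeneic IgG mice and 2.87% ± 0.488 (SD, n = 3) in Scl-cGVHD IgG mice. Keratins of the hair shaft and inner root sheath took 8.06% of all transcripts in syngeneic mAb mouse ID_1533 and 4.22% in ID_1534.

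**Figure D1:**
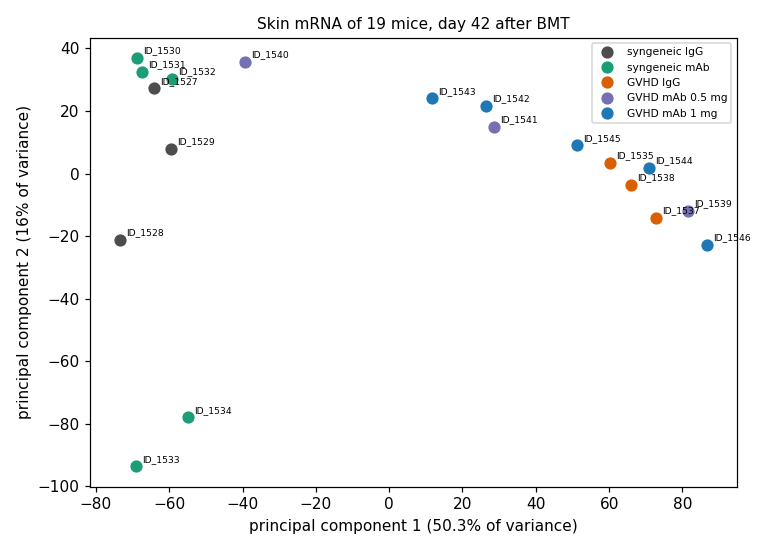
First against second principal component of log2(TPM + 1) for the 19 mice, one labelled point per mouse, coloured by group. The axes carry 50.3% and 16% of the variance. Syngeneic mice ID_1533 and ID_1534 lie apart from the other syngeneic mice along the second component.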

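Compared with syngeneic IgG mice, the skin of Scl-cGVHD IgG mice held far more transcript of Saa3 and Krt6b and far less of Far2 and Krt15. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), an acute phase protein, rose from 1.91 ± 1.99 TPM (SD, n = 3) to 9550 ± 8940 TPM (SD, n = 3), a log2 fold change of 11.16 (standard error 1.91, adjusted p = 0.0016 from limma). Krt6b (ENSMUSG00000023041, chromosome 15, 101676034 to 101680289), a keratin of wounded epidermis, rose from 12.6 ± 4.82 to 3330 ± 838 TPM (adjusted p = 0.00156). Far2 (ENSMUSG00000030303, chromosome 6, 148047259 to 148182758), which makes fatty alcohols for sebum, fell from 109 ± 32.1 TPM to 0.0833 ± 0.0603 TPM (adjusted p = 0.00323), and Krt15 (ENSMUSG00000054146, chromosome 11, 100131758 to 100135928), a keratin of basal and follicle stem cells, fell from 2500 ± 184 to 49.1 ± 54 TPM (adjusted p = 0.00162). Across all tested genes, limma called 1118 higher and 2925 lower in Scl-cGVHD. The median gene lay at a log2 fold change of -0.33, and scalings that move this median to near 0 (by 0.282 to 0.351) changed the share of calls that were higher from 27.7% to 46.9% with quantile normalization, 47.6% with trimmed-mean factors and 52.2% with median-ratio factors. Of the 16350 tested genes, 1703 were higher and 6696 lower in each Scl-cGVHD IgG mouse than in any syngeneic IgG mouse, where chance gives 10% for the directions together. Against Scl-cGVHD IgG mice, limma called 0 genes at the 1 mg dose (1674 at an unadjusted p under 0.05, of which 918 were lower; smallest adjusted p = 0.201). At the 0.5 mg dose it called 2 genes higher and 7 lower (2367 at an unadjusted p under 0.05). In syngeneic mice it called 0 genes for the mAb (115 at an unadjusted p under 0.05). Chance gives 818 of the 16350 genes on average at an unadjusted p under 0.05 in each comparison. Genes do not vary independently, so a count can lie far from this, as the 115 in syngeneic mice does. Of 44 lists tested in Scl-cGVHD against syngeneic skin, 28 were higher and 7 lower with the preset correlation, and 0 with an estimated correlation (smallest adjusted p = 0.0804 with an estimated correlation). Camera compares a list with all other genes, whose median lay below 0, so a list called higher need not itself rise. The 28 include antigen presentation (median -0.0151, adjusted p = 0.00137) and the housekeeping list (median 0.175, adjusted p = 0.000765). A limma test on each list's mean level per mouse called 21 higher and 9 lower, and neither of these 2 lists passed it (adjusted p = 0.518 and 0.197). For the 1 mg dose, 17 lists were lower and 5 higher, and for the 0.5 mg dose 25 were lower and 5 higher; the smallest adjusted p was 0.322 and 0.27 with an estimated correlation. The test on list means called 1 list lower at 1 mg and 8 lower at 0.5 mg. These counts were 0 and 0 without ID_1537 and 16 and 15 without ID_1535. At 1 mg the count was also 0 without ID_1538 or ID_1545 and 4 without ID_1544, and at 0.5 mg it was 0 without ID_1540, 3 without ID_1541 and 12 without ID_1539. For both doses together the test on list means called 9 lists lower, with 0 without ID_1537 and 18 without ID_1535. The list of immediate early and heat shock genes, which respond to dissection stress and RNA handling as well as to injury, had the smallest p of the list means at 1 mg (median log2 fold change -1.60, adjusted p = 0.0174), and its call was lost without ID_1537, ID_1538 or ID_1545. Skeletal muscle genes had a median log2 fold change of -1.75 in Scl-cGVHD (9 of 19 fell). At the preset correlation this list was higher at 1 mg (median 0.72, adjusted p = 0.0019, or 0.67 with an estimated correlation). It was also higher at 0.5 mg (median 1.26, adjusted p = 1.43e-06, or 0.429 with an estimated correlation). How far the amount of muscle bears on the other lists at these doses was not tested. The counts of called genes depend on single mice. Without syngeneic mouse ID_1527, 653 genes were higher in Scl-cGVHD and 1369 lower, while the lower calls were 1461 without Scl-cGVHD IgG mouse ID_1537, 1837 without ID_1538, 1450 without syngeneic ID_1528 and 1800 without ID_1529. Without Scl-cGVHD IgG mouse ID_1535, 338 genes were higher and 329 lower at 1 mg, and 271 higher and 545 lower at 0.5 mg. At 0.5 mg, 149 were higher and 77 lower without ID_1539, 1 higher and 0 lower without ID_1537, 1 higher and 2 lower without ID_1538, and 0 without ID_1540 or ID_1541.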

Ingenuity Pathway Analysis (IPA) efficiently identified the canonical gene ontology (GO) pathways that were activated in Scl-cGVHD and/or were inhibited by mAb treatment (Fig. 7A): the former included 120 functional gene categories and the latter were 52 ones. Among the 47 common GO pathways that were activated in Scl-cGVHD and were also inhibited by mAb treatment, their top 20 pathways with the highest significance in the inhibition after mAb treatment were shown (Fig. 7B). 

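Of the genes that rose in Scl-cGVHD skin, 6 fell at 0.5 mg of the mAb and 0 passed at 1 mg. Among the 6, Gpr35 (ENSMUSG00000026271, chromosome 1, 92950865 to 92986391), a G protein-coupled receptor found on leukocytes and in the gut, was at 15.7 ± 4.53 TPM (SD, n = 3) in Scl-cGVHD IgG mice, 3.06 ± 1.44 TPM (SD, n = 3) at 0.5 mg and 8.19 ± 1.36 TPM (SD, n = 5) at 1 mg. Irak4 (ENSMUSG00000059883, chromosome 15, 94543643 to 94581815), a kinase that acts downstream of Toll-like and interleukin-1 receptors, was at 10.3 ± 0.391, 4.8 ± 0.276 and 7.39 ± 0.817 TPM in the same groups. Cotl1 (ENSMUSG00000031827, chromosome 8, 119809222 to 119840544), an actin-binding protein, fell at 0.5 mg by 1.37 on the log2 scale, and Apobec3 (ENSMUSG00000009585, chromosome 15, 79891659 to 79915906), an antiviral deaminase, fell by 1.34. Cd80 and the gene model Gm15934 were the other members of the 6. Each of the called genes had an adjusted p of 0.0475 from limma at 0.5 mg. The overlap was 0 without Scl-cGVHD IgG mouse ID_1537, without 0.5 mg mouse ID_1540 or ID_1541, or without syngeneic ID_1527, ID_1528 or ID_1529. It was 2 without ID_1538, 420 without ID_1535 and 73 without 0.5 mg mouse ID_1539. At 1 mg, 0 genes passed in both comparisons by limma. Of the 1118 genes that rose in Scl-cGVHD, 932 (83.4%) had a negative log2 fold change at 1 mg, with a median of -0.44, and 306 were lower and 14 higher at an unadjusted p under 0.05. At 0.5 mg, 1068 (95.5%) were negative, with a median of -0.87, and 628 were lower and 2 higher at an unadjusted p under 0.05. The overlap at 1 mg was 219 without ID_1535, 2 without ID_1538, 4 without 1 mg mouse ID_1544, and 1 without ID_1543 or ID_1545. Both comparisons use the same 3 Scl-cGVHD IgG mice, so their fold changes oppose each other, and such shares are high, with no effect at all. Among genes that were higher in Scl-cGVHD at an unadjusted p under 0.05, 80.2% were negative at 1 mg and 92.9% at 0.5 mg. The shares were 92.6% and 89.4% in 100 simulated data sets with no difference between any groups. The correlation of the fold changes was -0.514 at 1 mg and -0.751 at 0.5 mg, against -0.559 and -0.499 in the simulated data. The simulated sets hold no Scl-cGVHD change either. Their shares and correlations are therefore not those expected where only the mAb has no effect, and they decide nothing about the mAb. Across genes, the covariance of the fold changes was -0.253 at 1 mg and -0.489 at 0.5 mg, against -0.0902 and -0.09 in the simulated data. The simulated noise is independent between genes and has the same spread in all groups. The real groups differ: the SD of the neutrophil list was 2.56 in Scl-cGVHD IgG and 0.0651 in syngeneic IgG mice. A wider spread in the shared Scl-cGVHD IgG mice makes the covariance more negative, so it decides nothing about the mAb either. With genes chosen as higher in the 0.5 mg mice than in syngeneic IgG mice, which share no mouse with the 1 mg comparison, 53.1% were negative at 1 mg. With genes chosen as higher in the 1 mg mice, 76.4% were negative at 0.5 mg. Over all tested genes, 51.8% were negative at 1 mg and 50.5% at 0.5 mg. Genes that the mAb lowers at the other dose are less likely to be chosen in this way, which can hold these shares down.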

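Most measured genes of activated keratinocytes rose in Scl-cGVHD skin, as did some genes of matrix breakdown. Of 18 measured genes of wound-activated keratinocytes, 16 rose and none fell (16 higher when adjusted over the list alone), with a median log2 fold change of 4.82 (adjusted p = 3.19e-18, or adjusted p = 0.0804 with an estimated correlation). Il1f6 (ENSMUSG00000026984, chromosome 2, 24215418 to 24225702), the epidermal cytokine IL-36 alpha, rose by 4.30 on the log2 scale (standard error 0.56, adjusted p = 0.000235 from limma). Of 21 measured genes of matrix remodelling proteases, which cut collagen and other matrix proteins or control that cutting, 8 rose, 3 fell and 10 did not pass (10 higher and 5 lower when adjusted over the list alone). This list had an adjusted p of 0.000292 (adjusted p = 0.299 with an estimated correlation), and its mean level overlapped between the groups. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), the elastase of macrophages, rose from 8.57 ± 1.09 TPM (SD, n = 3) to 84.2 ± 20.9 TPM (SD, n = 3), with an adjusted p of 0.000351. Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331), a collagenase, had a log2 fold change of 5.21 (adjusted p = 0.00267). At 1 mg of the mAb, none of these genes passed limma's test. The protease list had a median log2 fold change of -0.47, and 18 of its 21 members were negative (adjusted p = 0.00119, or adjusted p = 0.552 with an estimated correlation). Mmp12 was at 99.3 ± 52.1 TPM (SD, n = 5) at 1 mg and 49.6 ± 24.7 TPM (SD, n = 3) at 0.5 mg. The keratinocyte list had a median of -0.75 at 1 mg (adjusted p = 0.0382, or adjusted p = 0.731 with an estimated correlation) and -2.27 at 0.5 mg (adjusted p = 4.85e-06, or adjusted p = 0.401 with an estimated correlation). Genes of epidermal differentiation, such as the cornified envelope, had a median of 0.98 at 1 mg, and 18 of 19 were above 0 (adjusted p = 1.29e-08, or adjusted p = 0.499 with an estimated correlation). Without Scl-cGVHD IgG mouse ID_1537, the protease list at 1 mg had a median of 0.10 (adjusted p = 0.879) and the epidermal differentiation list one of 0.35. The call on the wound-activated keratinocytes list at 1 mg was lost without any one of ID_1537, ID_1538, ID_1542, ID_1543 and ID_1545 (adjusted p of 0.0558 to 0.664), and with median-ratio (0.0652) or trimmed-mean factors (0.0664), and at 0.5 mg without ID_1540 (0.37). Of the 12 immediate early and heat shock genes, 8 rose in Scl-cGVHD and 10 were below 0 at 1 mg, as were most genes of the protease list and not those of epidermal differentiation.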

Gene profiles associated with tissue fibrosis and/or remodeling and inflammation were variable in consistent with phenotypic changes following anti-CX3CL1 mAb treatment of the skin of Scl-cGVHD mice. Pathways related to tissue fibrosis included the wound healing signaling pathway, phagosome formation, hepatic fibrosis signaling pathway, IL-17 signaling pathway, pulmonary healing signaling pathway, differential regulation of cytokine production in macrophages, VDR/RXR activation, LPS/IL-1 mediated inhibition of RXR function, HMGB1 signaling, and IL-6 signaling pathway (Fig. 7B, *red bars*). Additionally, inflammatory signaling pathways, such as phagosome formation, acute phase response signaling, tumor microenvironment, IL-17 signaling, and differential regulation of cytokine production in macrophages, were also listed in the top 20. Therefore, anti-CX3CL1 mAb effectively inhibited the upregulation of proinflammatory and profibrotic genes in the skin of Scl-cGVHD mice.

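Transcripts of collagens and of dermal fibroblasts were lower in Scl-cGVHD skin than in syngeneic skin on day 42, while Spp1 and Tgfb1 were higher. Of 20 collagen genes, 11 fell and none rose (12 lower when adjusted over the list alone), with a median log2 fold change of -1.92. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042), a chain of type I collagen, was at 1470 ± 514 TPM (SD, n = 3) in syngeneic IgG mice, 119 ± 171 TPM (SD, n = 3) in Scl-cGVHD IgG mice, 354 ± 552 TPM (SD, n = 3) at 0.5 mg and 44.4 ± 30.1 TPM (SD, n = 5) at 1 mg. Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) was at 1970 ± 600, 128 ± 160, 494 ± 743 and 75 ± 46.6 TPM. Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255336), which encodes α-SMA of myofibroblasts and smooth muscle, was at 203 ± 11.6, 109 ± 47.5, 173 ± 23.3 and 119 ± 26 TPM. The log2 fold change in Scl-cGVHD was -4.76 for Col1a1 (standard error 1.22, adjusted p = 0.0125 from limma), -4.70 for Col1a2 (standard error 1.08, adjusted p = 0.00729) and -0.99 for Acta2 (standard error 0.27, adjusted p = 0.0141). The Col1a1 call was lost without Scl-cGVHD IgG mouse ID_1538 (adjusted p = 0.0504), and that of Acta2 without ID_1537 (log2 fold change -0.60, adjusted p = 0.0684) and with median-ratio (adjusted p = 0.101) or trimmed-mean factors (adjusted p = 0.064). With the skeletal muscle level as a covariate none of these 3 genes passed (adjusted p = 0.177 for Col1a1, 0.125 for Col1a2 and 0.228 for Acta2), and each stayed negative. This covariate takes calls from genes of other kinds too: of 154 named genes called in Scl-cGVHD, 74 kept the call, and Spp1 (adjusted p = 0.612) and Tgfb1 (adjusted p = 0.108) did not. At 1 mg the log2 fold change was -0.48 for Col1a1 (adjusted p = 0.963) and -0.19 for Col1a2 (adjusted p = 0.995). Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), or osteopontin, had a log2 fold change of 3.43 in Scl-cGVHD (adjusted p = 0.0496) and -1.76 at 1 mg (adjusted p = 0.637). Its level was 1412 TPM in mouse ID_1537, and without that mouse its fold change in Scl-cGVHD was 1.68 (adjusted p = 0.237); the call was also lost without ID_1538 or any one syngeneic IgG mouse (adjusted p of 0.0765 to 0.114). Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was at 31.9 ± 4.8 TPM in syngeneic IgG mice, 63 ± 26.2 TPM in Scl-cGVHD IgG mice (adjusted p = 0.012), 31 ± 5.07 TPM at 0.5 mg (adjusted p = 0.108) and 41.1 ± 6.43 TPM at 1 mg (adjusted p = 0.38). Its rise lost the call without ID_1537 (log2 fold change 0.58, adjusted p = 0.063) or ID_1527 (adjusted p = 0.0579). Of 23 genes of the TGF-β response and myofibroblasts, 3 rose and 8 fell in Scl-cGVHD (4 higher and 10 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.608). Of 22 genes of matrix glycoproteins and crosslinking, 2 rose and 7 fell (2 higher and 8 lower when adjusted over the list alone), among them Lum (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703), at 413 ± 62.2 TPM in syngeneic IgG and 12.3 ± 8.88 TPM in Scl-cGVHD IgG mice. This list did not pass (adjusted p = 0.241, or 0.742 with an estimated correlation). Its mean level overlapped between the groups and did not pass with limma (adjusted p = 0.0674). Of 12 fibroblast markers, 2 rose and 7 fell (2 higher and 8 lower when adjusted over the list alone; median -2.16). The collagen list had an adjusted p of 0.00268 (adjusted p = 0.409 with an estimated correlation) and the fibroblast list one of 0.0318 (adjusted p = 0.491 with an estimated correlation), a call that was lost without ID_1535, ID_1538 or ID_1529 (adjusted p of 0.0511 to 0.0986). Under the scaling alternatives the collagen median stayed negative, at -1.54 to -1.78. Neither list passed at 1 mg (collagen median -0.21, adjusted p = 0.728; fibroblast median 0.14, adjusted p = 0.628), but without ID_1537 the collagens had a median of 0.38 (adjusted p = 0.0106) and the fibroblasts one of 0.46 (adjusted p = 0.0184). At 0.5 mg the collagens did not pass (median 0.41, adjusted p = 0.256). The fibroblasts were higher there (median 0.60, adjusted p = 0.0289, or 0.542 with an estimated correlation). The 0.5 mg mouse ID_1540 had a mean log2 collagen level of 5.75, in the range of syngeneic IgG mice (5.75 to 6.22). Those of ID_1539 and ID_1541 were 3.33 and 4.34. Of 19 genes of VDR/RXR activation, 6 rose and 4 fell in Scl-cGVHD (7 higher and 5 lower when adjusted over the list alone; adjusted p = 0.00258, 0.0514 with quantile normalization, or adjusted p = 0.101 with an estimated correlation). The members that rose include the chemokine Ccl5, and those that fell include Tgfb2. Vdr (ENSMUSG00000022479, chromosome 15, 97854425 to 97910630) was at 43.9 ± 14.7 TPM in syngeneic IgG, 14.2 ± 6.31 TPM in Scl-cGVHD IgG and 30.1 ± 13.2 TPM in 1 mg mice (adjusted p = 0.0302 and 0.449), and its fall lost the call without ID_1537 or any one syngeneic IgG mouse (adjusted p of 0.0555 to 0.135). At 1 mg the list did not pass (median -0.14, adjusted p = 0.516). Hmgb1 (ENSMUSG00000066551, chromosome 5, 149046702 to 149184489) was at 436 ± 70.9, 323 ± 73.6 and 312 ± 46.6 TPM in the same groups and passed neither test. Of 19 skeletal muscle genes, 9 fell and 10 did not pass (12 lower when adjusted over the list alone; adjusted p = 0.00434, or adjusted p = 0.514 with an estimated correlation). Pvalb, a protein of fast muscle fibres, was at 1060 ± 329 TPM in syngeneic IgG and 159 ± 208 TPM in Scl-cGVHD IgG mice.

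**Figure D2:**
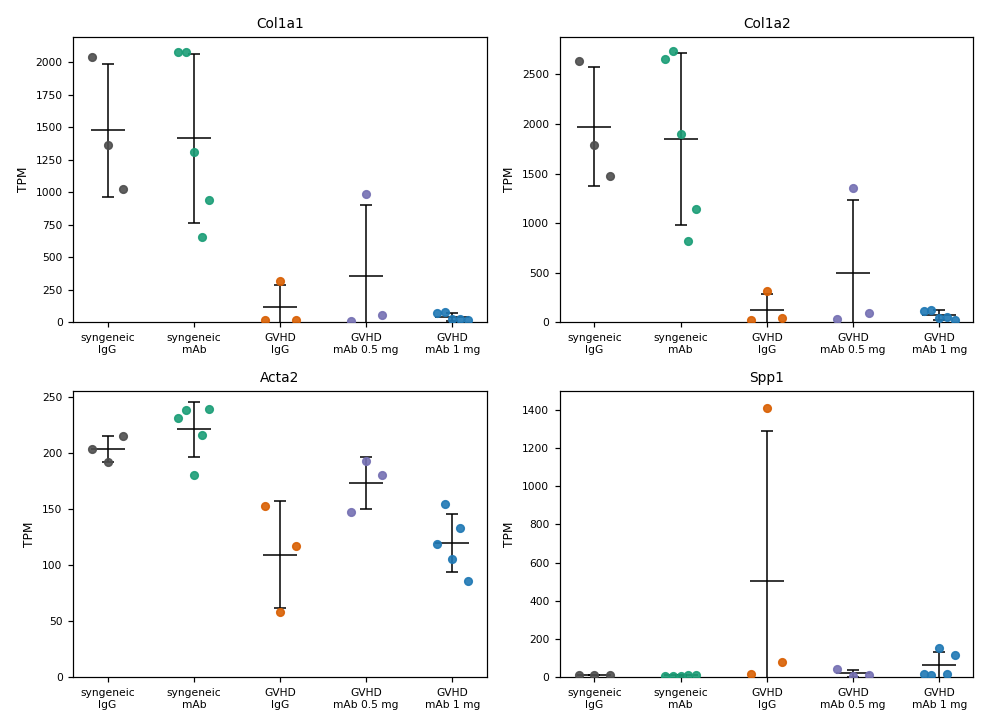
TPM of Col1a1, Col1a2, Acta2 and Spp1 in the 5 groups; each point is a mouse, lines are group means and bars the SD. The group means of Col1a1 and Col1a2 are lowest in the Scl-cGVHD groups, though 0.5 mg mouse ID_1540 had a collagen list level near that of syngeneic mice. The Spp1 value of 1412 TPM is that of Scl-cGVHD IgG mouse ID_1537.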

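Most measured phagosome genes, and a smaller part of the acute phase and IL-17 genes, rose in Scl-cGVHD skin. Of 27 measured genes of IL-6 signaling and the acute phase response, 12 rose and none fell in Scl-cGVHD (15 higher when adjusted over the list alone). Saa1 (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980), an acute phase protein, rose by 4.74 on the log2 scale (adjusted p = 0.00129 from limma). Of 33 genes of phagosome formation, 22 rose and 2 fell (26 higher and 2 lower when adjusted over the list alone), among them Fcgr3 (ENSMUSG00000059498, chromosome 1, 171051174 to 171064935), an Fc receptor, from 44.5 ± 5.68 TPM (SD, n = 3) to 346 ± 188 TPM (SD, n = 3), with an adjusted p of 0.000231. Of 25 genes of IL-17 signaling, 10 rose and none fell (14 higher and 1 lower when adjusted over the list alone), such as Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), which binds bacterial siderophores, from 8.82 ± 2.76 to 619 ± 771 TPM (adjusted p = 0.00545). The lists of IL-6 and the acute phase, phagosome formation and IL-17 had adjusted p of 4.62e-11, 7.27e-19 and 7.51e-08, and adjusted p = 0.101, 0.0804 and 0.101 with an estimated correlation. Il17a and Il17f themselves were below the minimum for testing, with group means of at most 0.257 TPM. At 1 mg, no single gene of these lists passed. The phagosome list had a median log2 fold change of -0.83, and 31 of 33 members were negative (11 lower when adjusted over the list alone; adjusted p = 1.74e-12, or adjusted p = 0.499 with an estimated correlation). Its mean level per mouse overlapped between the groups and did not pass with limma (adjusted p = 0.0958; unadjusted exact permutation p = 0.0357, two-sided). The IL-6 and acute phase list had a median of -0.82, with 24 of 27 negative (9 lower when adjusted over the list alone; adjusted p = 5.26e-08, or adjusted p = 0.499 with an estimated correlation), and the IL-17 list one of -0.97 (0 lower when adjusted over the list alone; adjusted p = 0.00119, or adjusted p = 0.552 with an estimated correlation). Hp (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172), or haptoglobin, was at 939 ± 692 TPM in Scl-cGVHD IgG mice and 151 ± 127 TPM (SD, n = 5) at 1 mg (log2 fold change -2.54, adjusted p = 0.309). Lcn2 was at 85.5 ± 89.7 TPM at 1 mg (adjusted p = 0.381). At 0.5 mg, 24 of the 33 phagosome genes and 16 of the 27 IL-6 and acute phase genes were lower when adjusted over the list alone, against 0 of the 25 IL-17 genes. The medians were -1.32 (adjusted p = 1.57e-16), -1.05 (adjusted p = 5.9e-08) and -1.11 (adjusted p = 0.000384), with adjusted p = 0.27, 0.331 and 0.401 with an estimated correlation. With limma on the mean level per mouse, phagosome formation (adjusted p = 0.0161, with no overlap between the groups) and the IL-6 and acute phase response (adjusted p = 0.035, with overlap) passed at 0.5 mg and IL-17 signaling did not (adjusted p = 0.0873). Without ID_1537 or ID_1540, this test called 0 lists at 0.5 mg. Scl-cGVHD IgG mouse ID_1537 had the highest levels. Without it the median in Scl-cGVHD fell from 2.37 to 0.79 for the IL-17 list and from 1.31 to 0.78 for the IL-6 and acute phase list, and at 1 mg the medians were -0.31 for IL-17 signaling (adjusted p = 0.344), -0.37 for the IL-6 and acute phase response and -0.38 for phagosome formation. The IL-17 call at 0.5 mg was lost without ID_1540 (adjusted p = 0.22). The immediate early and heat shock list lay at a mean log2 level of 6.76 ± 0.734 (SD, n = 3) in Scl-cGVHD IgG mice, 5.36 ± 0.342 in syngeneic IgG mice and 5.25 ± 0.219 at 1 mg.

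**Figure D3:**
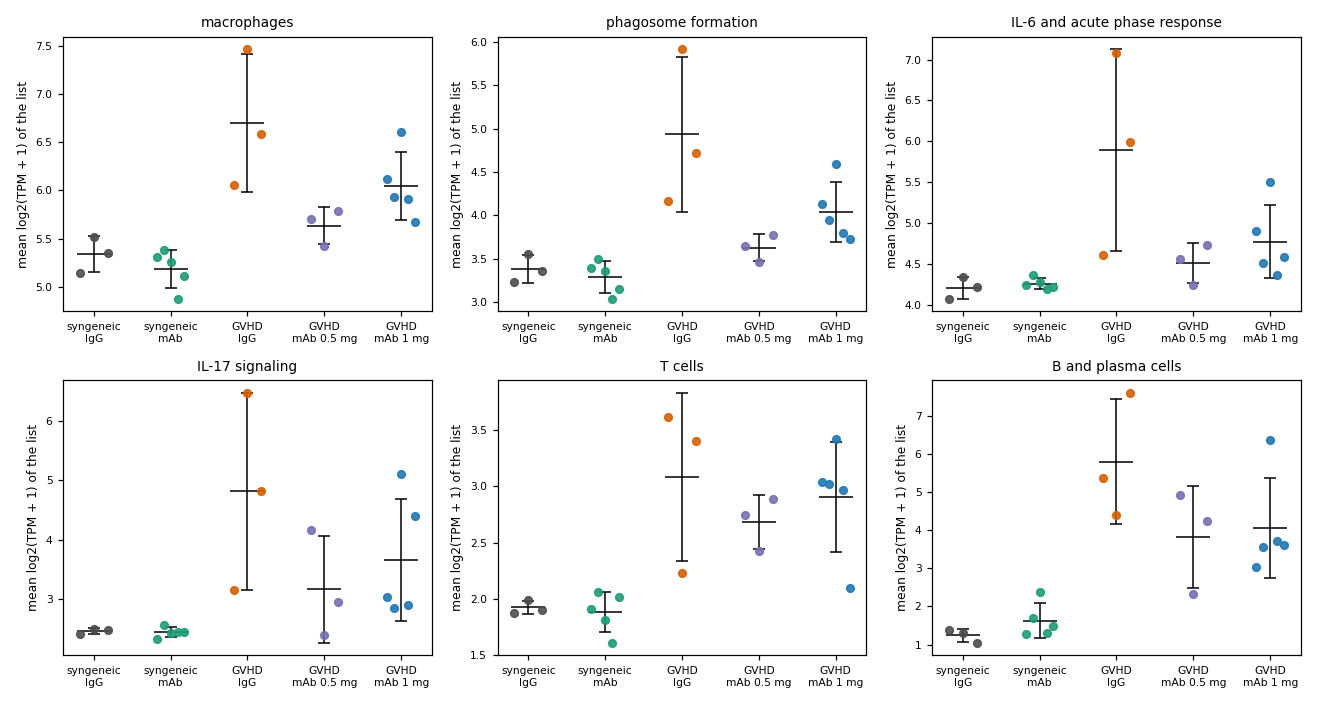
Mean log2(TPM + 1) of the genes of 6 lists in the 5 groups; each point is a mouse, lines are group means and bars the SD. For phagosome formation the group means are 3.38 (syngeneic IgG), 3.29 (syngeneic mAb), 4.94 (Scl-cGVHD IgG), 3.63 (0.5 mg) and 4.04 (1 mg).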

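Of the genes and proteins that the paper names, 23 were measured above the minimum, and in Scl-cGVHD skin 7 rose and 4 fell (10 higher and 6 lower when adjusted over the list alone). These names come from all parts of the paper, its background and methods among them. Its text does not state that the transcript of each one changed, so the count is not evidence of a direction. Il4ra (ENSMUSG00000030748, chromosome 7, 125552120 to 125579474), the receptor chain shared by IL-4 and IL-13, rose from 25.9 ± 3.13 TPM (SD, n = 3) to 107 ± 58.4 TPM (SD, n = 3), with an adjusted p of 0.00216 from limma. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 0.283 ± 0.135 TPM in syngeneic IgG mice and 43.5 ± 68.8 TPM in Scl-cGVHD IgG mice (log2 fold change 3.16, adjusted p = 0.0404), with 122.8 TPM in mouse ID_1537. The Il6 call was lost without ID_1537 (log2 fold change 1.44, adjusted p = 0.176), without ID_1538 or without any one syngeneic IgG mouse (adjusted p of 0.0665 to 0.0973). None of the 23 passed at 1 mg, where their median log2 fold change was -0.27 and 18 were negative (0 lower when adjusted over the list alone; 2 lower at 0.5 mg). Il6 was at 2.48 ± 3.81 TPM (SD, n = 5) at 1 mg (log2 fold change -2.19, adjusted p = 0.435) and 0.653 ± 0.838 TPM (SD, n = 3) at 0.5 mg (adjusted p = 0.224). Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 368 ± 590 TPM in Scl-cGVHD IgG, 22.2 ± 24 TPM in 1 mg and 10 ± 10.3 TPM in 0.5 mg mice (adjusted p = 0.478 and 0.245). Trem1 was at 25 ± 38.4, 1.52 ± 1.86 and 0.293 ± 0.299 TPM. From canonical pathways that IPA found activated in Scl-cGVHD and also inhibited by the mAb (Fig. 7A, B), a set that held pathways of fibrosis and of inflammation, the paper concludes that the mAb inhibited the upregulation of proinflammatory and profibrotic genes in the skin.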

**Fig. 7:**
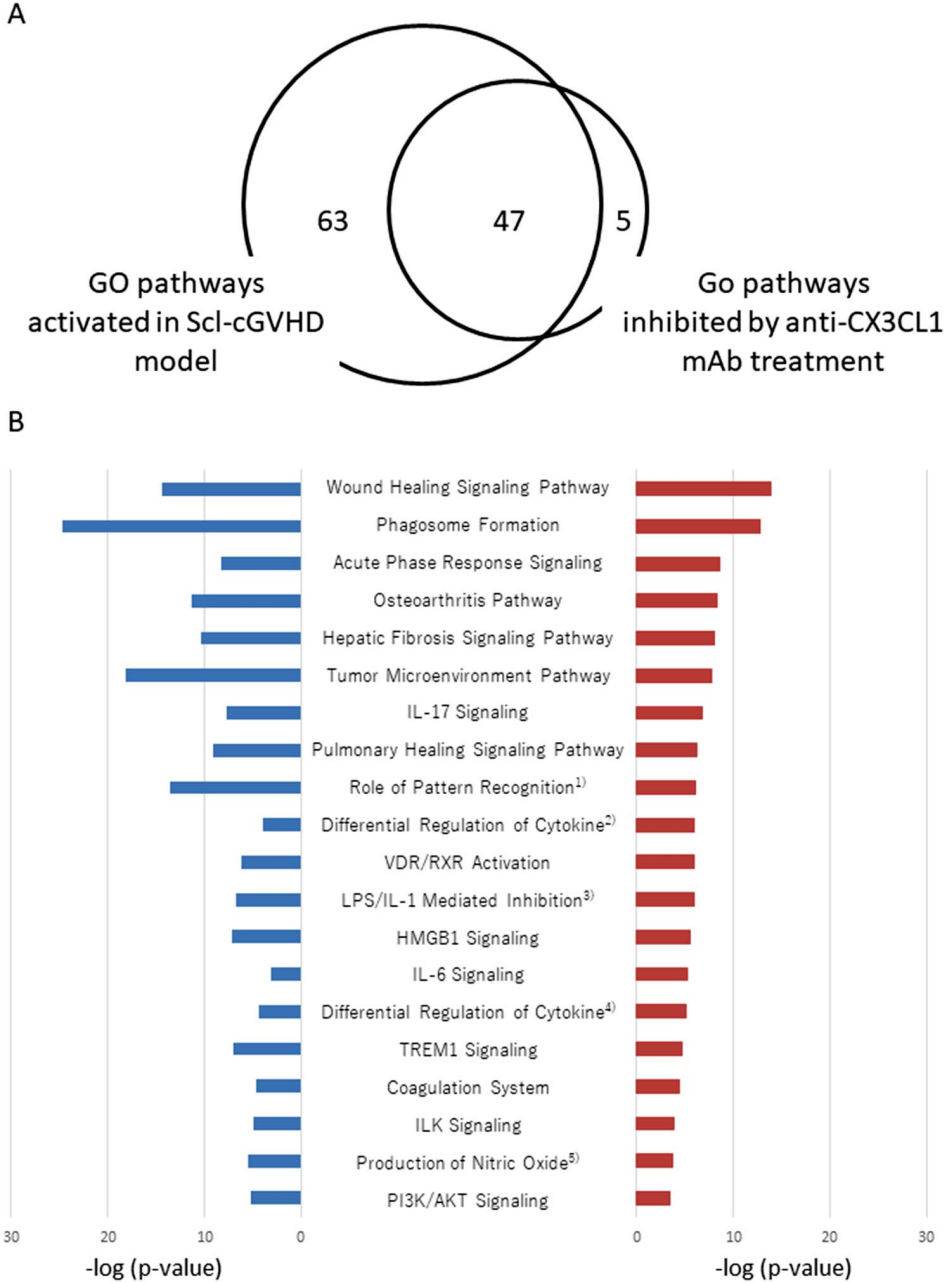
Pathway analysis of skin gene expression in sclerodermatous chronic graft-versus-host disease. Pathway analysis of RNA sequencing data was performed to determine changes in molecular functions that were responsible for antibody treatment-induced improvement. **A** The Venn diagram shows the number of canonical gene ontology (GO) pathways that were activated in sclerodermatous chronic graft-versus-host disease (Scl-cGVHD) model and/or were inhibited by anti-FKN mAb treatment. **B** Among the 47 GO pathways that were activated in Scl-cGVHD and were also inhibited by mAb treatment, the top 20 pathways with the highest significance in the inhibition after mAb treatment were shown. Blue bars indicated the *p*-value, from which the significance of the association magnitude of between the increase in gene expression in Scl-cGVHD skin as compared to control syngeneic skin and each canonical pathway was determined. Red bars showed the *p*-value, from which the significance between magnitude of the decrease in gene expression after antibody treatment and each canonical pathway was determined. (1) Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses, (2) Differential Regulation of Cytokine Production in Macrophages and T Helper Cells by IL-17 A and IL-17 F, (3) LPS/IL-1 Mediated Inhibition of RXR Function, (4) Differential Regulation of Cytokine Production in Intestinal Epithelial Cells by IL-17 A and IL-17 F, (5) Production of Nitric Oxide and Reactive Oxygen Species in Macrophages

## Discussion

The current study demonstrated that neutralizing anti-CX3CL1 mAb inhibited the progression of both skin and lung fibrosis in the Scl-cGVHD mouse model. No apparent adverse effects were observed in any treatment groups. In skin and lung tissues, the predominant infiltration of CX3CR1-expressing macrophages and CX3CR1-expressing T cells was significantly reduced by anti-CX3CL1 mAb treatment. Gene expression profiles altered by anti-CX3CL1 mAb therapy exhibited the upregulation of proinflammatory and profibrotic genes in the lesional skin of Scl-cGVHD mice.

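The mice can be placed on a line from the mean of the syngeneic IgG group (0) to the mean of Scl-cGVHD IgG mice (1) by the genes called between them. Scl-cGVHD mice given 1 mg lay at 0.765 ± 0.179 (SD, n = 5) and those given 0.5 mg at 0.549 ± 0.348 (SD, n = 3), while syngeneic mAb mice lay at 0.0513 ± 0.0886 (SD, n = 5). Each Scl-cGVHD IgG mouse was placed on a line drawn to the mean of the other Scl-cGVHD IgG mice, and these mice lay at 0.941 ± 0.145 (SD, n = 3). The positions of all other mice are means over the 3 lines drawn in this way. The 1 mg mice did not differ from them by an exact permutation test (two-sided, p = 0.179), nor did the 0.5 mg mice (p = 0.2 by the same exact test, which cannot go below 0.10 for 3 against 3). By the genes that rose in Scl-cGVHD alone the positions were 0.737 ± 0.157 at 1 mg and 0.516 ± 0.279 at 0.5 mg, and by those that fell 0.794 ± 0.24 and 0.581 ± 0.424. The 0.5 mg mice were spread from 0.189 (mouse ID_1540) to 0.884. These genes were selected on the Scl-cGVHD IgG mice, which places that group nearer to 1.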

The Scl-cGVHD mouse model showed early infiltration of macrophages and/or T cells, and subsequent tissue fibrosis in both skin and lungs. These symptoms are to some extent similar to SSc in humans, but in this mouse model there is alopecia in the fibrotic areas of the skin. In this mouse model, sCX3CL1 levels were markedly elevated after Scl-cGVHD induction. Therefore, we evaluated the effect of anti-CX3CL1 mAb therapy on Scl-cGVHD. The mAb treatment significantly suppressed skin and lung fibrosis in Scl-cGVHD model. Most infiltrated leukocytes in the skin and lungs of Scl-cGVHD were CX3CR1 and F4/80 double-positive cells and CX3CR1 and CD3 double-positive cells. MAb treatment significantly reduced the number of F4/80-positive and CD3-positive cells in the skin and lungs and the percentage of CX3CR1 expression in these cells.

Among gene sets upregulated by Scl-cGVHD, RNA sequencing demonstrated that most pathways of genes downregulated by mAb treatment were associated with tissue remodeling, macrophages, innate immunity, and the IL-6/IL-17 signals in the skin. Additionally, inflammatory signaling pathways, such as phagosome formation, acute phase response signaling, tumor microenvironment, IL-6/IL-17 signaling, and differential regulation of cytokine production in macrophages, were also listed in the top 20. These RNA sequencing data also support the pathogenic perturbation of locally infiltrating and activating macrophages in the tissue fibrosis of Scl-cGVHD. 

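Beyond IL-6 and IL-17, the complement and coagulation lists and the chemokine list were also higher in Scl-cGVHD skin at the preset correlation. Of 15 complement genes, 6 rose and 1 fell (6 higher and 1 lower when adjusted over the list alone; adjusted p = 0.000149 from limma, or adjusted p = 0.24 with an estimated correlation). The mean level of the complement list did not pass with limma (adjusted p = 0.357) and overlapped between the groups. C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187), a chain of C1q that macrophages secrete, rose from 264 ± 41.5 TPM (SD, n = 3) to 976 ± 212 TPM (SD, n = 3) and was at 786 ± 120 TPM (SD, n = 5) at 1 mg. Of 15 genes of coagulation and fibrinolysis, 5 rose (5 higher when adjusted over the list alone), among them the clotting factors F7 (ENSMUSG00000031443, chromosome 8, 13026034 to 13035809; log2 fold change 3.73, adjusted p = 1.86e-05) and F10 (ENSMUSG00000031444, chromosome 8, 13037308 to 13056676; log2 fold change 4.16, adjusted p = 0.00012). This list had an adjusted p of 1.75e-05 (adjusted p = 0.109 with an estimated correlation). Of 28 chemokine genes, 15 rose and 1 fell (17 higher and 2 lower when adjusted over the list alone; adjusted p = 3.48e-10, or adjusted p = 0.0804 with an estimated correlation). At 1 mg no single gene of these lists passed. The complement list had a median log2 fold change of -0.45 (adjusted p = 0.00201, or adjusted p = 0.552 with an estimated correlation), the coagulation list one of -0.51 (adjusted p = 0.00119, or adjusted p = 0.5 with an estimated correlation) and the chemokines one of -0.24 (adjusted p = 0.166). Without Scl-cGVHD IgG mouse ID_1537, the coagulation and fibrinolysis list had a median of 0.15 in Scl-cGVHD and -0.18 at 1 mg (adjusted p = 0.326), and complement one of -0.24 at 1 mg. In Scl-cGVHD the complement median of 0.26 was 0.0972 without ID_1538 and 0.438 without ID_1535, and that of coagulation and fibrinolysis was 0.758 without ID_1528. At 1 mg the coagulation median was -0.325 without ID_1546, and the chemokines list passed without ID_1544 (adjusted p = 0.0193). Of the 12 immediate early and heat shock genes, 10 were lower at 1 mg when adjusted over the list alone; Egr1 was at 195 ± 133 TPM in Scl-cGVHD IgG and 44.1 ± 10.9 TPM in 1 mg mice.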

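Most measured macrophage genes, and most of those of inflammatory (M1) macrophages, rose in Scl-cGVHD skin. Of 23 measured macrophage genes, 15 rose and none fell (18 higher when adjusted over the list alone), with a median log2 fold change of 1.56. Ctss (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403), a lysosomal protease of macrophages and other antigen-presenting cells, rose from 214 ± 28.1 TPM (SD, n = 3) to 1570 ± 422 TPM (SD, n = 3; adjusted p = 0.000129 from limma) and was at 1170 ± 296 TPM (SD, n = 5) at 1 mg. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), the lysozyme of myeloid cells, was at 704 ± 53.9 TPM in syngeneic IgG, 3290 ± 1790 TPM in Scl-cGVHD IgG, 965 ± 139 TPM in 0.5 mg and 1470 ± 428 TPM in 1 mg mice. Of 12 M1 genes, 7 rose and none fell (10 higher when adjusted over the list alone; median 3.24), such as Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), a chemokine induced by interferon-γ, at a log2 fold change of 4.82 (adjusted p = 0.000165). Of 13 M2 genes, 5 rose and none fell (6 higher and 2 lower when adjusted over the list alone; median 1.02), such as Msr1 (ENSMUSG00000025044, chromosome 8, 39581685 to 39642673), a scavenger receptor, at 2.29 (adjusted p = 0.00201), and Chil3 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564), a chitinase-like protein, at 9.34 (adjusted p = 0.000485). The lists had adjusted p of 1.59e-15, 2.23e-10 and 0.000292, and adjusted p = 0.0804, 0.0804 and 0.104 with an estimated correlation. At 0.5 mg, 16 of the 23 macrophage genes and 8 of the 12 M1 genes were lower when adjusted over the list alone, and 2 of the 13 M2 genes. Over all genes, the M1 gene Cd80 (ENSMUSG00000075122, chromosome 16, 38458933 to 38486933), a costimulatory ligand of T cells, fell, from 6 ± 3.66 TPM in Scl-cGVHD IgG mice to 1 ± 0.278 TPM (SD, n = 3); it was at 2.16 ± 0.555 TPM at 1 mg (adjusted p = 0.291). Its call was lost without ID_1537, ID_1538, ID_1540 or ID_1541 (adjusted p of 0.0536 to 0.136). At 1 mg, 22 of the 23 macrophage genes were negative, with a median of -0.57 (1 lower when adjusted over the list alone; adjusted p = 1.97e-07, or adjusted p = 0.499 with an estimated correlation). The M1 median was -0.88 (adjusted p = 0.00119, or adjusted p = 0.499 with an estimated correlation) and the M2 median -0.64 (adjusted p = 0.117). The mean level of the macrophages list per mouse gave an exact permutation p of 0.143 at 1 mg (two-sided). Without Scl-cGVHD IgG mouse ID_1537, the macrophages list at 1 mg had a median of -0.22 and the M1 macrophage genes list one of -0.49, and the M1 median in Scl-cGVHD was 1.51; without ID_1535 the medians at 1 mg were -0.93 for macrophages and -1.51 for M1 macrophage genes. The M2 macrophage genes passed at 1 mg without ID_1535 (-1.09, adjusted p = 0.0443) or ID_1544 (-0.91, adjusted p = 0.00975). At 0.5 mg all 12 immediate early and heat shock genes were negative, with a median of -1.75; Fosb was at 44.9 ± 43 TPM in Scl-cGVHD IgG and 2.51 ± 2.5 TPM in 0.5 mg mice.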

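Some genes of pathogen sensing, and most of those of the oxidative burst, rose in Scl-cGVHD skin. Of 23 measured genes of pattern recognition receptors and their adaptors, 8 rose and none fell (9 higher when adjusted over the list alone; median log2 fold change 0.68). Myd88 (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411), the adaptor of most Toll-like receptors, rose by 1.16 on the log2 scale (standard error 0.19, adjusted p = 0.00134 from limma), and Clec4e (ENSMUSG00000030142, chromosome 6, 123281789 to 123289870), a receptor for microbial glycolipids, by 4.14 (adjusted p = 0.00357; 2.76 without mouse ID_1537). Of 17 genes of nitric oxide and reactive oxygen species in macrophages, 10 rose and none fell (11 higher when adjusted over the list alone; median 1.64), such as Ncf1 (ENSMUSG00000015950, chromosome 5, 134220053 to 134229625), a subunit of the phagocyte NADPH oxidase, from 10.3 ± 0.934 TPM (SD, n = 3) to 63.1 ± 40.6 TPM (SD, n = 3; adjusted p = 0.000384). Of 19 genes of TREM1 signaling, which amplifies Toll-like receptor responses in myeloid cells, 10 rose and none fell (15 higher and 1 lower when adjusted over the list alone; median 1.81). The adjusted p of the lists was 1.38e-08, 8.31e-12 and 1.54e-10, and adjusted p = 0.101, 0.101 and 0.0804 with an estimated correlation. At 1 mg of the mAb no single gene of these lists passed. The median log2 fold change was -0.37 for pattern recognition receptors (0 lower when adjusted over the list alone; adjusted p = 0.00258, or adjusted p = 0.552 with an estimated correlation), -0.76 for nitric oxide and reactive oxygen species (4 lower when adjusted over the list alone; adjusted p = 1.64e-07, or adjusted p = 0.499 with an estimated correlation) and -0.83 for TREM1 signaling (0 lower when adjusted over the list alone; adjusted p = 0.000333, or adjusted p = 0.5 with an estimated correlation). Ncf1 was at 26.2 ± 5.78 TPM (SD, n = 5; log2 fold change -1.08, adjusted p = 0.291). Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956), the sensor of an inflammasome, had a log2 fold change of -1.79 (adjusted p = 0.319), and Tlr2 (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) one of -1.08 (adjusted p = 0.349). At 0.5 mg the medians were -0.77, -1.17 and -1.41, with 9, 13 and 9 genes lower when adjusted over the list alone (adjusted p of 1.42e-07, 2.41e-10 and 2e-07; adjusted p = 0.29 for each with an estimated correlation). Without Scl-cGVHD IgG mouse ID_1537, the medians at 1 mg were -0.0838 for pattern recognition receptors (adjusted p = 0.326), -0.153 for nitric oxide and ROS in macrophages and -0.159 for TREM1 signaling (adjusted p = 0.21), and without ID_1535 they were -0.70, -1.18 and -1.48. Without ID_1537 the medians in Scl-cGVHD were 0.869 for nitric oxide and ROS in macrophages and 1.07 for TREM1 signaling. Immediate early and heat shock genes moved with these lists; their median in Scl-cGVHD was 1.49.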

Of note, these macrophage-related gene clusters can be activated in part via innate immune responses, such as phagosome formation, IL-6 and IL-17 signaling, and pathogen-pattern recognition receptors, which were all downregulated after anti-CX3CL1 mAb treatment. Gene expression analysis demonstrated that both M1 and M2 macrophages were up-regulated in the skin of early diffuse cutaneous SSc patients [30]. Therefore, profibrotic monocytes/macrophages and molecules affecting the differentiation and/or activation of them are considered therapeutic targets of SSc [4, 31]. Previous findings indicate that CX3CL1-CX3CR1 interaction is critical for monocyte/macrophage homeostasis and differentiation and regulates the fate of monocyte/macrophage-derived cells in a variety of inflammatory diseases including fibrotic diseases [32, 33]. Thus, our findings suggest that anti-CX3CL1 mAb therapy that inhibits the infiltration of macrophages into the tissue is a rational strategy for the treatment of skin fibrotic disorders, such as Scl-cGVHD and/or SSc.

Previous studies demonstrated that CX3CL1-CX3CR1 interaction was important for the development of fibrosis in various organs, including lungs, liver, kidney, and peritoneum [34–37]. Ishida et al. indicated that locally produced CX3CL1 could exacerbate bleomycin-induced pulmonary fibrosis, primarily by recruiting CX3CR1-expressing M2 macrophages and fibrocytes into the lungs [34]. Helmke et al. reported that crosstalk between macrophages and mesothelial cells via CX3CR1-CX3CL1 interaction promoted mesothelial TGF-β production and subsequent peritoneal fibrosis in response to dialysate exposure in mice [38]. Shimizu et al. demonstrated that the CX3CL1-CX3CR1 axis contributed to hypertensive kidney fibrosis, possibly by enhancing macrophage infiltration and TGF-β1 expression in a mouse model [37]. In contrast, the dendritic cell-independent kidney fibrosis model of unilateral ureteral obstruction was exacerbated via local proliferation of profibrotic macrophages in CX3CR1-deficient mice [39]. Therefore, utilization of the blockade of CX3CL1-CX3CR1 axis should be carefully evaluated for individual fibrotic diseases.

In our previous study, simultaneous treatment with anti-mCX3CL1 mAb suppressed the development of skin fibrosis in both bleomycin- and growth factor-induced skin fibrosis [18]. Moreover, the progression of bleomycin- or growth factor-induced skin fibrosis was significantly protected in the skin of CX3CR1-deficient mice [17]. Additionally, findings of the current study indicated that this treatment might be useful for skin and lung fibrosis in SSc using another mouse model with a different mechanism of pathogenesis.

This study has several limitations. It seems necessary to confirm the prognostic effect of this antibody treatment on survival in this model of GVHD. We should also confirm the therapeutic efficacy and side effects when higher doses of the mAb are used. This study did not provide a complete picture of the mechanisms by which CXCL1-targeted therapy affects the disease state. More detailed and larger-scale analyses and further investigation including cells and specimens from SSc patients are needed to confirm the utility of anti-CX3CL1 mAb.

## Conclusions

In summary, our findings in a mouse model indicated that the CX3CL1-CX3CR1 pathway was important for the development of Scl-cGVHD. Humanized anti-CX3CL1 mAb might be a potential candidate for clinical trials of SSc and Scl-cGVHD.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets used and/or examined for the current study will be available from the corresponding author upon reasonable request. RNA sequence data are submitted to the Gene Expression Omnibus (GEO). The data is available under the accession number GSE227285.

## Abbreviations

α-SMA: α-smooth muscle actin
anti mCX3CL1 mAb: anti-mouse CX3CL1 monoclonal antibody
BM: bone marrow
BMT: bone marrow transplantation
cGVHD: chronic graft-versus-host disease
CX3CL1: fractalkine
ECM: extracellular matrix
ELISA: enzyme-linked immunosorbent assay
GO: gene ontology
GVH: graft-versus-host
GVHD: graft-versus-host disease
H&E: hematoxylin and eosin
IL-4RA: IL-4-receptor α
mAb: monoclonal antibody
mRNA-Seq: mRNA sequencing
NK: natural killer
OD: optical density
PBS: phosphate buffered saline
QC: quality control
rpm: rotations per minute
Scl-cGVHD: sclerodermatous chronic graft-versus-host disease
sCX3CL1: soluble form of CX3CL1
SEM: standard error of the mean
Spp1: osteopontin
SSc: systemic sclerosis
TCD: T cell-depleted
TGF: transforming growth factor
TMB: tetramethylbenzidine

How the deposited data were processed for this re-analysis (not part of the article)

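Skin of 19 mice was analysed, taken 42 days after BMT: syngeneic mice given control IgG (n = 3) or the mAb (n = 5), and Scl-cGVHD mice given control IgG (n = 3) or the mAb at 0.5 mg (n = 3) or 1 mg (n = 5). Donors were male in both models and recipients female. The authors extracted RNA with DNase treatment, made stranded mRNA libraries, sequenced paired reads of 100 bases, trimmed them with Trimmomatic, checked them with FastQC, aligned them with STAR 2.5.2b to GRCm38 with the annotation of Ensembl release 88, and estimated levels with RSEM 1.2.31. The authors tested their values with edgeR and read pathways with IPA.

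The deposited table holds TPM (transcript levels corrected for gene length) made by the authors with RSEM, with 2 decimals, for 50686 genes. TPM divides the reads of a gene by its length and scales each library to the same total. A few abundant transcripts in one mouse therefore lower all its other values, and differences in depth cannot be seen in the table. Depth is known from a summary with a row per library, named by group and not by mouse number, and was used here only as a range and median. The precision of a single mouse could not be derived from it, and errors were taken from the spread between mice.

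The plan set before the data were examined had a form for counts and a form for FPKM or TPM, and the form for TPM was used. Values were tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean level and a robust prior, for genes with at least 1 TPM in at least 3 mice (16350 genes). All 5 groups stood in one fit, from which 7 comparisons were taken: Scl-cGVHD IgG against syngeneic IgG, each dose and both doses together against Scl-cGVHD IgG, 1 mg against 0.5 mg, the mAb against IgG in syngeneic mice, and the difference between the responses to the mAb in Scl-cGVHD and syngeneic mice. That difference uses only the 1 mg dose in Scl-cGVHD mice. The limma p values are two-sided and were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Where a p is called exact, all splits of the mice into groups of the same sizes were counted.

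Gene lists (44 with at least 3 measured members) were written from textbook knowledge of skin, immune cells and the pathways that the paper names; the sets of IPA were not used. They were tested with camera of limma at a preset correlation of 0.01, and with an estimated correlation. A limma test on the mean level of each list per mouse was added after the data were seen. Members adjusted over the list alone use the p values of that list only. Some genes stand in more than one list, such as Fcgr1 and Cd14 in those of macrophages and phagosome formation. Il1b and Tnf stand in those of M1 macrophages and the IL-6 and acute phase response. Lists that share genes are not independent results. In the comparisons of Scl-cGVHD IgG with syngeneic IgG and of each dose with Scl-cGVHD IgG, named genes are the 10 largest increases and 10 largest decreases among called genes with a mean of at least 5 TPM whose groups do not overlap, all genes that the paper names, and up to 4 members of each list with the smallest p. Numbered gene models, segments of antigen receptors and keratin-associated proteins were passed over. Other genes named here were chosen after their values were seen. In the other comparisons the 5 genes with the smallest adjusted p per direction were kept. One result that met these rules is not shown.

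The procedure was tested on simulated data with 16350 genes, independent normal noise and, for each gene, the same spread in all groups. Of 100 genes changed 4-fold, limma recovered 85% for Scl-cGVHD against syngeneic IgG, 89% at 1 mg, 87% at 0.5 mg and 89% in syngeneic mice, and of 100 genes changed 2-fold it recovered 28%, 34%, 30% and 36%. False calls made up 3.1% to 5.83% of all calls. The real groups are less equal: the SD of the first principal component was 60.6 in 0.5 mg mice and 6.26 in Scl-cGVHD IgG mice. Recovery and false calls in the real data can therefore be worse than in the simulated data.

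Alternatives were median-ratio factors, quantile normalization, trimmed-mean factors that left out hair keratins and muscle genes, a pseudocount of 0.1, no filter, a filter of 5 TPM, the compared groups alone, an adjusted p under 0.01, a minimum log2 fold change of 1, the level of skeletal muscle genes as a covariate, and each mouse left out in turn. Alternatives for counts were left out because the values are TPM. Histology, serum and cell counts of the paper are not part of these data. Coordinates are those given with the values (GRCm38, first base counted as 1).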

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

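In 7 of 136 tests one mouse stood far from the other 4 of its group. Each test finds one by chance in about 1 of 20 groups, so that 6.8 are expected. The measure is the gap to the nearest mouse divided by the range of the group, with a critical value of 0.71 for 5 mice.

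In the syngeneic mAb group, mouse ID_1533 was low in antigen presentation genes (gap 0.729; mean log2 level 7.09 against 7.76 to 8.02), mouse ID_1530 was high in the sum of Y-linked transcripts (gap 0.733; 5.32 against 3.86 to 4.25 TPM), and mouse ID_1534 was high in Thy1 (gap 0.841; log2 level 8.16 against 7.5 to 7.6). In the 1 mg group, mouse ID_1544 was high in B and plasma cell genes (gap 0.793; 6.37 against 3.03 to 3.72) and in Il6 (gap 0.803; 3.36 against 0.526 to 1.08), while mouse ID_1546 was low in Adgre1 (gap 0.722; 3.38 against 4.6 to 5.07) and in Thy1 (gap 0.761; 6.47 against 7.09 to 7.29).

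Of 22 gene lists on subjects that the paper does not analyse in these data, 10 passed between Scl-cGVHD IgG and syngeneic IgG mice at the preset correlation and in their mean level, and none of these did with an estimated correlation (smallest adjusted p = 0.0804). The difference in mean log2 level was 4.55 for B and plasma cells, 3.55 for neutrophils, 2.37 for the interferon-gamma response, 2.18 for cytotoxic lymphocytes, 1.4 for immediate early and heat shock genes, -0.986 for cholesterol and fatty acid synthesis, -1.67 for skeletal muscle, -2.06 for adipocytes, -2.15 for hair follicle regulators and -4.19 for sebaceous gland genes.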

How the results depend on the processing

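Array quality weights, leaving out ID_1533 and ID_1534 together, and limma on the mean level of each list were chosen after the values were seen; the weights did not converge (mouse ID_1541 received 98.2). The planned tests for counts were not run because the values are TPM: the edgeR exact test, the DESeq2 size factors and Wald test, voom, TMM and the upper quartile. In each case the cause was not tested.

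Scl-cGVHD IgG against syngeneic IgG: the 1118 higher and 2925 lower genes became 524 and 867 at an adjusted p under 0.01, 1820 and 1664 with median-ratio factors, 1713 and 1942 with quantile normalization, 1679 and 1850 with trimmed-mean factors, 451 and 431 with the skeletal muscle level as covariate, and 2780 and 7225 with array weights. A log2 fold change of at least 1 left 1751 lower. With one mouse left out they were 653 to 1238 higher and 1369 to 2561 lower.

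The 0.5 mg dose: the 2 higher and 7 lower genes became 40 and 62 (median-ratio), 24 and 20 (quantile), 25 and 24 (trimmed-mean), 6 and 11 (no filter), 4458 and 4951 (array weights), 1 and 1 without ID_1533 and ID_1534, and 0 and 0 at an adjusted p under 0.01, with only the groups compared, with a pseudocount of 0.1 or with the muscle covariate. A minimum of 5 TPM gave 4 lower. With one mouse left out they were 0 to 271 higher and 0 to 545 lower.

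The 1 mg dose: limma's 0 genes became 1549 higher and 1548 lower (array weights), 2 higher (quantile), 3 lower (no filter) and 1 lower (only the groups compared), and with one mouse left out 0 to 338 higher and 0 to 329 lower, the highest without ID_1535. Both doses: 0 became 3211 higher and 3425 lower (array weights), 23 and 23 (median-ratio), 27 and 18 (quantile), 25 and 21 (trimmed-mean), 1 and 7 (no filter), 2 and 1 (pseudocount 0.1), 1 lower (only the groups compared), 2 lower without ID_1533 and ID_1534, and 0 to 437 higher and 0 to 671 lower with one mouse left out.

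Other comparisons: 1 mg against 0.5 mg gave 3052 higher and 2906 lower (array weights), 4 lower (no filter), 1 lower without ID_1533 and ID_1534, and 0 to 4 higher and 0 to 1 lower with one mouse left out. In syngeneic mice the mAb gave 1 higher and 1 lower (no filter), 3 lower without ID_1533 and ID_1534, and 0 to 1 lower with one mouse left out. The difference between the responses gave 390 genes (array weights), 3 (no filter) and 0 to 1 with one mouse left out.

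Overlap: the 6 genes higher in Scl-cGVHD and lower at 0.5 mg became 49 (median-ratio), 17 (quantile), 20 (trimmed-mean), 10 (no filter), 1758 (array weights), 3 with genes chosen from 1 mg against syngeneic IgG, 1 without ID_1533 and ID_1534, and 0 at an adjusted p under 0.01, with only the groups compared, a pseudocount of 0.1 or the muscle covariate (0 to 420 with one mouse left out). The 0 genes at 1 mg became 693 (array weights), 3 (no filter) and 0 to 219 with one mouse left out.

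Lists: with an estimated correlation, 0 lists were called in each comparison, in place of 35 in Scl-cGVHD, 22 at 1 mg, 30 at 0.5 mg and 13 for the mAb in syngeneic mice. With one mouse left out, 18 to 31 were called at the preset correlation at 0.5 mg and 6 to 13 in syngeneic mice. The test on list means called 1 at 1 mg (lower: 0 to 16 with one mouse left out), 8 at 0.5 mg (lower: 0 to 15) and 0 in syngeneic mice. For both doses together it called 9 (lower: 0 to 18). One call changed direction: hair shaft and inner root sheath keratins in syngeneic mice had a median of -0.534 for the mAb without ID_1533 (0.904 with it; -0.534 to 1.93 with one mouse left out). With one mouse left out, 1003 of 1232 list medians were the same in direction and call, and 3660 of 4038 values of named genes; under the other alternatives these were 185 of 352 and 5159 of 5739.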

Differences from the paper's values

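The paper states that profibrotic genes were upregulated in the skin of Scl-cGVHD mice. It draws this from IPA pathways and not from the single transcripts below. Its other evidence of fibrosis is dermal thickness, stained area, soluble collagen and counts of stained cells. Levels of transcripts in whole skin are an unlike measure and do not test that evidence. Acta2, which encodes the α-SMA that the paper counted by staining, and Col1a1 and Col1a2, which encode type I collagen, were lower in Scl-cGVHD IgG than in syngeneic IgG mice, with log2 fold changes of -0.99, -4.76 and -4.70 (adjusted p = 0.0141, 0.0125 and 0.00729 from limma), and none of the settings run gave any of them a positive fold change. The calls of all 3 ended with the skeletal muscle level as a covariate (adjusted p = 0.228, 0.177 and 0.125), that of Col1a1 without ID_1538 (0.0504), and that of Acta2 without ID_1537 (0.0684), with median-ratio (0.101) or trimmed-mean factors (0.064) or with only the groups compared (0.0635). Of 20 collagen genes 11 fell and none rose. Values in the paper's direction are those of Spp1 (3.43), Tgfb1 (0.90), Il6 (3.16), Il4ra (1.88) and Trem1 (3.20), which rose. Of the proteases of the matrix, which the paper's text does not name, 8 of 21 rose and 3 fell. With the same covariate the calls of Spp1 (0.612), Tgfb1 (0.108), Il6 (0.434) and Trem1 (0.238) ended too and that of Il4ra stayed (0.0315), and of all 154 named genes called in this comparison 74 kept the call. Without ID_1537 the calls of Spp1, Tgfb1 and Il6 were lost, with fold changes that stayed positive (1.68, 0.58 and 1.44). Those of Spp1 and Il6 were also lost without ID_1538 or any one syngeneic IgG mouse or with no filter, that of Tgfb1 without ID_1527, and those of Spp1 and Tgfb1 with only the groups compared. That of Spp1 was lost without ID_1533 and ID_1534 together as well.

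The paper states that the mAb inhibited the upregulation of proinflammatory and profibrotic genes. At 1 mg limma called 0 genes lower than in Scl-cGVHD IgG mice. At an unadjusted p under 0.05, 1674 genes passed, of which 918 were lower, where chance gives 818 in all on average. In syngeneic mice 115 genes passed for the mAb in the same way. Such counts can therefore lie far from 818, and the excess at 1 mg decides nothing. Of the genes that the paper names, 0 of 23 were called at either dose. The paper's text does not state that the transcript of each of these changed. At 0.5 mg 7 genes were called lower. Values in the paper's direction are those of the lists for phagosome formation, macrophages, the IL-6 and acute phase response and IL-17 signaling, lower at the preset correlation at both doses. The first 2 lists share genes and are not independent results. With an estimated correlation none of the 4 lists passed (adjusted p of 0.499 to 0.552 at 1 mg and 0.27 to 0.401 at 0.5 mg), and the IL-17 signaling call was lost at 1 mg without ID_1537 (0.344) and at 0.5 mg without ID_1540 (0.22). With limma on the mean level per mouse, a test added after the data were seen, phagosome formation (adjusted p = 0.0161), macrophages (0.035) and the IL-6 and acute phase response (0.035) were lower at 0.5 mg, the first 2 with no overlap between the groups, and IL-17 signaling did not pass (0.0873). At 1 mg none of the 4 passed (adjusted p of 0.0958 to 0.225). Without ID_1537 or ID_1540, this test called 0 lists at 0.5 mg. The paper's text names no dose for its pathway analysis. With both doses together, phagosome formation (adjusted p = 0.0151), the IL-6 and acute phase response (0.0334) and macrophages (0.0422) were lower by this test. Their levels overlapped between the groups, and IL-17 signaling did not pass (0.0847). Without ID_1537 the test called 0 lists for both doses. No list passed there with an estimated correlation (smallest adjusted p = 0.295). Of genes chosen as higher in mice of the other dose than in syngeneic IgG mice, which share no mouse with the comparison, 53.1% had a lower mean at 1 mg and 76.4% at 0.5 mg. Over all tested genes the shares were 51.8% and 50.5%. Genes that the mAb lowers at the other dose are less likely to be chosen in this way, which can hold these shares down. Settings that call genes lower at 1 mg are leaving out mouse ID_1535 (329), ID_1544 (4), ID_1538 (2), ID_1543 (1) or ID_1545 (1), no filter (3), only the groups compared (1) and array quality weights (1548). The weights were chosen after seeing the values and did not converge. How many of the paper's own called genes these settings drop cannot be given, because the paper's text lists no called genes.

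The paper names VDR/RXR activation and HMGB1 signaling among the pathways that the mAb changed. The VDR/RXR list had a median log2 fold change of -0.14 at 1 mg (adjusted p = 0.516) and -0.66 at 0.5 mg (adjusted p = 0.0397, 0.0652 to 0.101 with the scaling alternatives and 0.0186 to 0.394 with one mouse left out, or adjusted p = 0.401 with an estimated correlation), and Hmgb1 passed in neither. The paper's thresholds and gene sets for pathways differ from those used here. Hmgb1 is a single transcript and no list of HMGB1 signaling was tested, so its value does not test that pathway.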

Other observations

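Most measured genes of the sebaceous gland, and some of adipocytes and hair follicles, fell in Scl-cGVHD. Of 11 genes of the sebaceous gland 8 fell and none rose (10 lower when adjusted over the list alone; adjusted p = 0.000126 from limma, or adjusted p = 0.286 with an estimated correlation), among them Awat2 (ENSMUSG00000031220, chromosome X, 100402221 to 100442717), a wax synthase, at a log2 fold change of -6.02. Of 13 adipocyte genes 7 fell (12 lower when adjusted over the list alone; adjusted p = 0.00162, or adjusted p = 0.395 with an estimated correlation). Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877), the hormone leptin, fell from 26 ± 13.7 TPM (SD, n = 3) to 0.66 ± 0.443 TPM (SD, n = 3). Of 13 regulators of the hair follicle 6 fell (6 lower when adjusted over the list alone; adjusted p = 0.00268, or adjusted p = 0.395 with an estimated correlation), such as Lhx2 (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733) by -4.08. Of 69 keratins of the hair shaft and inner root sheath none passed (median -2.54; the list had an adjusted p of 0.182, 0.000194 to 0.00239 with the scaling alternatives and 0.0042 without ID_1527). Markers of dendritic and Langerhans cells fell in 4 of 10 cases (list adjusted p = 0.177, or adjusted p = 0.595 with an estimated correlation), with Cd207 (ENSMUSG00000034783, chromosome 6, 83671215 to 83677857), or langerin, at 36.5 ± 4.03 and 0.763 ± 1.04 TPM. The mean level of this list was lower with limma (adjusted p = 0.0115), with no overlap between the groups. At 0.5 mg the sebaceous gland list had a median of 2.70 (6 higher when adjusted over the list alone; adjusted p = 0.000537, or adjusted p = 0.429 with an estimated correlation) and at 1 mg one of 1 (adjusted p = 0.264). At 0.5 mg the mean level was high in ID_1540 (6.04) and ID_1541 (5.57), while ID_1539 (1.98) lay below all Scl-cGVHD IgG mice (2.14 to 3.27), and the mean level did not pass with limma (adjusted p = 0.0873).

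Most measured genes of the interferon-gamma response and of cytotoxic lymphocytes rose in Scl-cGVHD, as did some of T cells, B and plasma cells and the type I interferon response, and no single gene of these lists passed at 1 mg. Of 21 genes of the interferon-gamma response 19 rose (20 higher when adjusted over the list alone), of 12 genes of cytotoxic lymphocytes 9 rose (12), of 20 T cell genes 11 (16) and of 9 genes of B and plasma cells 6 (7), and none fell. These lists passed at the preset correlation and not with an estimated correlation (adjusted p of 0.0804 to 0.114). Of 18 genes of the type I interferon response 5 rose (5 higher when adjusted over the list alone; adjusted p = 2.41e-07, or adjusted p = 0.231 with an estimated correlation), and its mean level overlapped between the groups (adjusted p = 0.0446 from limma on the mean level). Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), the kappa light chain constant region, was at 5.11 ± 2.81 TPM in syngeneic IgG and 4900 ± 4660 TPM in Scl-cGVHD IgG mice, and of 159 immunoglobulin segments 80 rose and 1 fell. At 1 mg the median log2 fold change was 0.0307 for the interferon-gamma response (adjusted p = 0.506), -0.21 for cytotoxic lymphocytes (adjusted p = 0.16), -0.19 for T cells (adjusted p = 0.22) and -0.80 for B and plasma cells (adjusted p = 0.00201, or adjusted p = 0.552 with an estimated correlation, and 0.259 without ID_1538). Without ID_1537 the T cells list had a median of -0.70 at 1 mg (adjusted p = 1.16e-12) and the cytotoxic lymphocytes list one of -0.59 (adjusted p = 1.49e-06), and without ID_1544 they also passed (adjusted p = 0.0163 and 0.0332). Neutrophil genes rose in 9 of 14 cases (median 3.3, and 2.02 without ID_1537) and had a median of -1.74 at 1 mg (adjusted p = 1.38e-05, or adjusted p = 0.5 with an estimated correlation); without ID_1537 the neutrophils list had one of -0.34 (adjusted p = 0.326).

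Some transcripts correspond to proteins that the paper measured in other ways. It counted stained cells, those carrying CX3CR1 on an earlier day, and measured CX3CL1 as soluble protein in serum. Transcripts of whole skin on day 42 are an unlike measure and do not test those results. The mean level of Cx3cr1 was under 1 TPM in each group given below, where a change is hard to measure. Adgre1 (ENSMUSG00000004730, chromosome 17, 57358686 to 57483529), which encodes F4/80, was at 19.4 ± 2.68 TPM in syngeneic IgG, 29.2 ± 9.43 TPM in Scl-cGVHD IgG, 18.7 ± 5.83 TPM in 0.5 mg and 24.7 ± 9.17 TPM in 1 mg mice, and passed in none of these comparisons (adjusted p = 0.325 in Scl-cGVHD, 0.885 at 1 mg). Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) rose from 4.44 ± 0.655 to 15.3 ± 9.1 TPM in Scl-cGVHD (adjusted p = 0.0272, but 0.0593 to 0.114 without ID_1535, ID_1538 or any one syngeneic IgG mouse) and was at 10.9 ± 4.38 TPM at 1 mg (adjusted p = 0.853). Cx3cl1 (ENSMUSG00000031778, chromosome 8, 94772009 to 94782427) was at 6.87 ± 1.65, 4.77 ± 1.15, 6.99 ± 2.76 and 6.88 ± 2.28 TPM and Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) at 0.947 ± 0.451, 0.46 ± 0.282, 0.397 ± 0.418 and 0.432 ± 0.219 TPM in the same groups, and neither passed. Of the 4 genes of the CX3CL1 axis none passed in Scl-cGVHD or at 1 mg (list adjusted p = 0.549 and 0.516).

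The scaling test of collagens, the antibody test of hair keratins and the muscle test of mouse ID_1540 were chosen only after the result was seen.

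Collagen transcripts were lower in Scl-cGVHD IgG skin. After median-ratio factors the collagens still lay at -1.54 against all tested genes (-1.8 to -1.17 with one mouse left out), which argues against scaling by a few abundant transcripts as the whole cause. Among 10000 random lists matched on gene length the collagen median was at percentile 0, which argues against gene length. RNA quality was not tested. The level of collagens minus that of fibroblast markers differed by 0.0718 between the groups, so fewer fibroblasts in the piece of skin may account for the difference and stays open. The day of sampling relative to the peak of collagen synthesis was not tested.

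Hair keratins were high in syngeneic mAb mice ID_1533 and ID_1534. The other 3 of the 5 mAb mice lay at or below the highest IgG mouse, but this restates the pattern, so antibody treatment stays open. The regulators of the hair follicle were 0.606 higher in the lower of these mice than in the highest other syngeneic mouse, so the growth phase of the hair in the piece of skin is a candidate explanation that stays open.

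Mouse ID_1540, given 0.5 mg, lay nearest to the syngeneic mice. Of 35 genes (22 of them immunoglobulin segments) near 0 in all syngeneic mice and expressed in all Scl-cGVHD IgG mice, 65.7% were above 0.1 TPM in this mouse (2.78% to 20.5% in syngeneic mice left out of the choice), which argues against a syngeneic mouse under a wrong label. Its skeletal muscle level was 0.598 above that of the next Scl-cGVHD mouse, so more muscle in the piece of skin may contribute and stays open. Milder disease or a response to the dose was not tested.

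Other splits of the same mice were tested in the same way. For Scl-cGVHD against syngeneic IgG, with 10 splits, the share cannot go under 0.1: the real split called 4043 genes and 35 lists, and the highest other split 1 gene and 30 lists (1 of 10 splits was as large for each). At 0.5 mg, also with 10 splits, the real split called 9 genes and 30 lists and the highest other 122 genes and 31 lists (4 and 2 of 10 as large), and for the overlap 6 and 34 (2 of 20). At 1 mg, 28 of 56 splits called as many lists (22; highest other 32), and for the mAb in syngeneic mice 9 of 56 (13; highest other 16), so chance is not excluded for these. Where the real count was 0, each split is as large and the number of splits decides nothing: genes at 1 mg (56 of 56; highest other 732), the overlap at 1 mg (56 of 56; 141), both doses (100 of 100; 2060), 1 mg against 0.5 mg (56 of 56; 3967), the mAb in syngeneic mice (56 of 56; 1180) and the difference between responses (100 of 100; 94). Why some splits call many more genes than the real one was not tested.

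Donor cells are male in both models and the recipients female. The sum of Y-linked transcripts was 11.6 ± 4.73 TPM (SD, n = 11) in Scl-cGVHD and 4.42 ± 0.447 TPM (SD, n = 8) in syngeneic mice (permutation p = 0.000198, two-sided), with the lowest Scl-cGVHD mouse at 5.16 TPM. Ddx3y and Eif2s3y carried this difference (permutation p = 0.000172 and 0.000238), while Kdm5d (0.583 and 0.422 TPM, permutation p = 0.155) and Uty (0.389 and 0.293 TPM, permutation p = 0.388) did not pass. Scl-cGVHD IgG mice had 15 ± 7.81 TPM (SD, n = 3) and 1 mg mice 10.6 ± 3.51 TPM (SD, n = 5; exact permutation p = 0.339). The mast cell list was higher at 1 mg than at 0.5 mg, with a median of 0.88 (4 of 10 higher when adjusted over the list alone; adjusted p = 2.71e-10, or adjusted p = 0.162 with an estimated correlation), and the mice of the groups did not overlap in its mean level (exact permutation p = 0.0179, two-sided, unadjusted and the smallest that 3 against 5 mice can give). The epidermal differentiation list reached the same p, and with limma the mean level of neither list passed (adjusted p = 0.0901 for mast cells and 0.547 for epidermal differentiation). No single gene passed between the doses with limma (865 at an unadjusted p under 0.05, where chance gives 818 on average).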
